# Transcriptome and proteome quantification of a tumor model provides novel insights into post‐transcriptional gene regulation

**DOI:** 10.1186/gb-2013-14-11-r133

**Published:** 2013-11-30

**Authors:** Christoph Jüschke, Ilse Dohnal, Peter Pichler, Heike Harzer, Remco Swart, Gustav Ammerer, Karl Mechtler, Juergen A Knoblich

## Abstract

**Background:**

Genome‐wide transcriptome analyses have given systems‐level insights into gene regulatory networks. Due to the limited depth of quantitative proteomics, however, our understanding of post‐transcriptional gene regulation and its effects on protein‐complex stoichiometry are lagging behind.

**Results:**

Here, we employ deep sequencing and the isobaric tag for relative and absolute quantification (iTRAQ) technology to determine transcript and protein expression changes of a *Drosophila* brain tumor model at near genome‐wide resolution. In total, we quantify more than 6,200 tissue‐specific proteins, corresponding to about 70% of all transcribed protein‐coding genes. Using our integrated data set, we demonstrate that post‐transcriptional gene regulation varies considerably with biological function and is surprisingly high for genes regulating transcription. We combine our quantitative data with protein‐protein interaction data and show that post‐transcriptional mechanisms significantly enhance co‐regulation of protein‐complex subunits beyond transcriptional co‐regulation. Interestingly, our results suggest that only about 11% of the annotated *Drosophila* protein complexes are co‐regulated in the brain. Finally, we refine the composition of some of these core protein complexes by analyzing the co‐regulation of potential subunits.

**Conclusions:**

Our comprehensive transcriptome and proteome data provide a valuable resource for quantitative biology and offer novel insights into understanding post‐transcriptional gene regulation in a tumor model.

## Background

Eukaryotic gene expression involves transcription, mRNA processing and decay, translation, and protein modification and degradation. Each of these steps is tightly regulated to ensure the proper function and stability of the biological system [1]. While genome and transcriptome data have accumulated rapidly since the advent of microarray and deep‐sequencing technologies, the limited depth of quantitative proteomics has inhibited similar progress in post‐transcriptional gene regulation. Therefore, transcript levels are still routinely used as the only measure for gene expression in high‐throughput approaches. Several studies, however, have reported a low correlation between transcript and protein levels [2]‐[6], highlighting the importance of post‐transcriptional processes as well as the limited predictive value of transcripts for protein expression. Hence, a better understanding of genetic information processing requires consideration of quantitative information at every step of gene expression control.

Recently, studies have begun to address this problem systematically by acquiring large‐scale quantitative mRNA and protein data from bacteria [7,8], yeasts [9]‐[11] and cell lines [12,13]. For complex tissues of higher organisms, however, such information is still rare. Quantitative analyses are either restricted to a few hundred genes due to limited proteome coverage [5,14] or they focus on cultured cell lines that might have lost properties of their tissue of origin over time [12,13,15]‐[17].

We therefore set out to address this problem using a complex neural tissue in wild‐type state and tumor state. The *Drosophila* brain arises from neural stem cells called neuroblasts that undergo repeated rounds of asymmetric cell division giving rise to self‐renewing neuroblasts and terminally differentiating neurons [18]‐[20]. In homozygous *brain tumor* (*brat*) mutants, some neuroblast divisions become symmetric leading to the formation of excess neuroblasts at the expense of neurons. This causes an uncontrolled expansion of the neuroblast pool and results in the formation of a large brain tumor [21]‐[23]. These tumors can be transplanted into host flies, where they become aneuploid and undergo metastasis [24]. Normally, tumor formation is lethal during larval development, but hypomorphic mutants can survive until adulthood, and the flies harbor large proliferating neuroblast tumors in their brains. The simple cytology of the developing *Drosophila* brain and the reproducibility of tumor formation have made *brat* mutants a well‐studied example for stem‐cell‐derived tumor formation.

Here, we performed an in‐depth integrative analysis of transcript and protein expression data from a complex metazoan tissue, comparing *Drosophila* brain tumor (*brat*) versus wild‐type heads. Using relative protein quantification with mass spectrometry (isobaric tag for relative and absolute quantification (iTRAQ)) [25], we determined relative expression levels for more than 6,200 proteins, corresponding to about 70% of all transcribed protein coding genes.

By investigating transcript–protein correlations, namely the change of correlation between the normal and tumorous state, we identify biological processes that are strongly regulated by post‐transcriptional mechanisms. Furthermore, we demonstrate that the stoichiometric expression of protein‐complex subunits is controlled by a two‐tiered mechanism involving co‐expression on the mRNA level followed by post‐transcriptional fine‐tuning. Surprisingly, our data suggest that co‐regulation of protein‐complex subunits is the exception and not the rule. Finally, our comprehensive data set provides a valuable resource for quantitative systems‐level analyses.

## Results and discussion

### About 60% of protein‐coding transcripts are expressed in wild‐type and *brat* fly heads

To obtain sufficient amounts of material for transcriptome and proteome analyses we established a workflow to collect large numbers of homozygous *brat* mutant fly heads (Figure 1A). Homozygous mutant female flies exhibited a tumor penetrance of 100%, and the median adult survival time was reduced to 10 days (Figure 1B).

**Figure 1:**
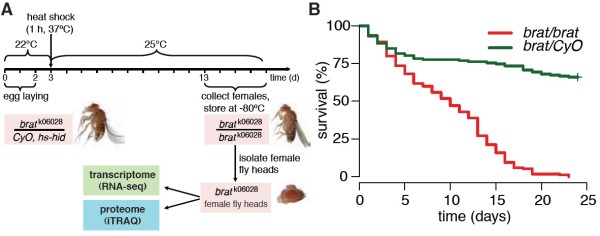
**Sample preparation workflow. (A)** Breeding scheme for generation of homozygous mutant fly heads. Fly eggs were collected over 2 days. On the third day, heterozygous offspring were killed by heat shock. Adult female flies were collected 1 to 3 days after pupal eclosion and snap‐frozen and their heads were isolated. **(B)** Kaplan–Meier survival plot of homozygous *brat* mutant (red) versus control flies (green). The tumor penetrance is 100% reducing the median adult survival time to 10 days. Data were pooled from three independent experiments with 170 *brat* and 163 control adult female flies in total.

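The transcriptome experiment compared heads of adult female flies of 2 genotypes, wild-type controls and homozygous brat mutants, with 3 biological replicates each. The paper gives the age of the flies as 1 to 3 days, whereas the protocol text that accompanies the deposited samples gives 2 to 4 days. The authors removed rRNA reads, aligned the other reads with TopHat to release 5 of the genome and computed FPKM per gene with Cufflinks. Cufflinks corrected for fragment bias, and only fragments compatible with the Ensembl annotation entered the denominator. The deposited files hold these FPKM values with a 95% interval for each, but no counts, so the sequencing depth of each sample is unknown and no smallest detectable level can be derived from it. Over the genes expressed in both genotypes, the median half-width of the interval was between 8.599% of the FPKM in brat replicate 3 and 12.88% in control replicate 3. For genes with 1 to 2 FPKM in a sample it was between 26.04% in control replicate 2 and 36.52% in brat replicate 1. The files list 14794 genes, of which 13639 were taken as protein-coding from a later gene annotation and, for genes absent from it, the symbol. The 10 most abundant protein-coding genes held between 17.45% and 21.63% of the summed FPKM in the control samples and between 12.26% and 13% in the brat samples. The names of the deposited files place the 6 libraries on 3 flow cells: control replicate 1 with brat replicates 2 and 3, control replicate 3 with brat replicate 1, and control replicate 2 alone. Expression changes were tested gene by gene with limma on log2(FPKM + 0.1), over the genes with an average of at least 1 FPKM in each genotype. The replicate numbers of the 2 genotypes were not treated as pairs. The deviations of a control and a brat sample from their genotype means had an average Pearson correlation across genes of -0.1018 over the 3 pairs with the same number and 0.06222 over the 6 other pairs. No pair with the same number shared a flow cell, so this comparison cannot separate pairing from flow cell. Results with the replicate number as a block are given beside the limma results.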

For transcriptome analysis, total RNA samples from *brat* and wild‐type female fly heads were prepared in biological triplicates, analyzed by strand‐specific paired‐end mRNA sequencing and quantified by mapping the reads to the *Drosophila* genome. The average expression levels (measured as fragments per kilobase of transcript per million mapped fragments (FPKM)) showed a bimodal distribution with most genes following a normal distribution centered at approximately 12 FPKM, and a minority forming a ‘shoulder’ to the left of the distribution (Figure 2A). 

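The control and brat means of each protein-coding gene were averaged, and the density of the log10 averages was estimated over the 11653 genes with an average above 0.01 FPKM. The density peaked at 11.89 FPKM. In single samples the peak lay between 9.037 FPKM in control replicate 3 and 14.08 FPKM in brat replicate 2 (SD 1.934, n = 6 samples). Averages between 0.01 and 1 FPKM were found for 2693 of these genes (23.11%). The genes expressed in both genotypes had a median of 13.01 FPKM, with quartiles of 6.539 and 27.31 FPKM. Leaving out single samples moved the peak furthest, to values between 11.59 and 12.1 FPKM.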

Transcripts in the left shoulder with FPKM < 1 were shown to occur in less than one copy per cell and to have functions not typical for the cell type [26]. Hence, we excluded these very low abundant, presumably non‐functional, transcripts from our analysis.

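With an average of at least 1 FPKM required in control and in brat, 4474 protein-coding genes were excluded because they stayed under 1 FPKM in both genotypes. A further 363 genes reached 1 FPKM in control only and 383 in brat only. Of all protein-coding genes, 1657 had 0 FPKM in each of the 6 samples. A threshold of 0.5 FPKM instead of 1 kept 8894 genes, and a threshold of 2 FPKM kept 7682. From the earlier report that such transcripts occur at less than a copy per cell, the paper reasons that they are presumably not functional.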

**Figure 2:**
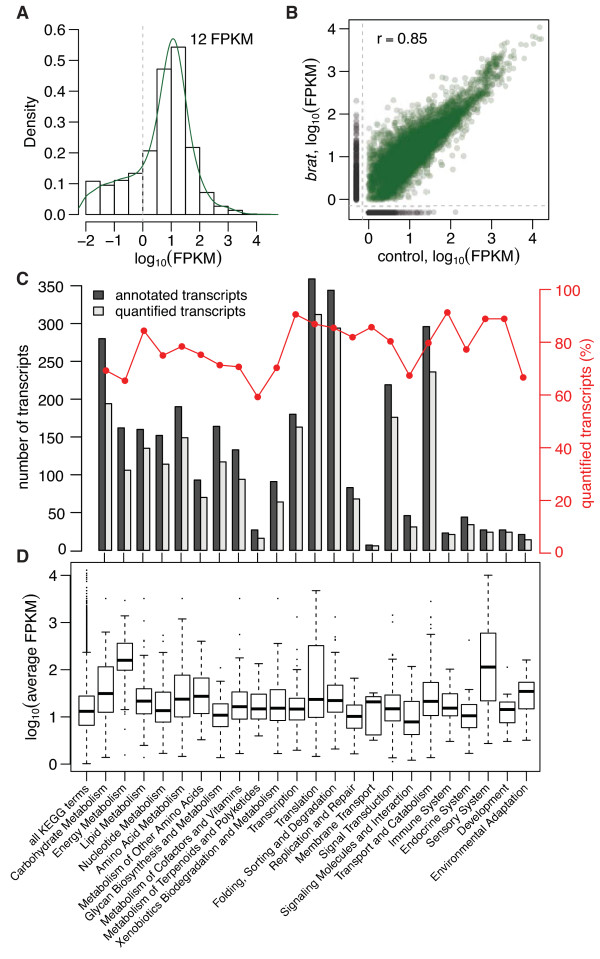
**Transcriptome analysis. (A)** Distribution of the raw FPKM data (green). Transcripts with FPKM ≥ 1 (dashed gray line) are considered expressed and functional. The majority of transcripts have FPKM values of about 12. **(B)** Absolute transcript levels in *brat* and wild‐type samples correlate well. **(C)** About 82% of all KEGG‐annotated transcripts are expressed in fly heads. For each functional category the number of annotated (dark gray) and quantified transcripts (light gray) are shown together with the percentage of quantified transcripts (red). **(D)** Box‐and‐whisker plot of the average transcript abundance (FPKM) in different KEGG categories. FPKM, fragments per kilobase of transcript per million mapped fragments; KEGG, Kyoto Encyclopedia of Genes and Genomes.

We found that transcript expression correlated well between wild‐type and *brat* samples (Pearson correlation coefficient *r*=0.85, Figure 2B) indicating that the tumors maintain many characteristics of the corresponding wild‐type tissue. 

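Across the 8419 genes expressed in both genotypes, the Pearson correlation of the log10 mean FPKM of control and brat was 0.8576 (SD 0.02742 when computed from each of the 9 pairs of a control and a brat sample instead). Genes are not independent replicates, so no p-value is attached to it. Single samples of different genotypes had correlations between 0.7687 and 0.8543 (mean 0.8223, 9 pairs). Single samples of the same genotype had correlations between 0.9073 and 0.9839 (mean 0.9426, 6 pairs), so that even the closest pair of different genotypes was less alike than the least similar replicates. Pairs of a control and a brat sample from the same flow cell had correlations of 0.8459, 0.8454 and 0.8046, within the range of the pairs from different flow cells. The only pair of the same genotype from a single flow cell, brat replicates 2 and 3, had the highest correlation, 0.9839. The filter on low values moved the correlation most. It was 0.7884 when an average of 1 FPKM was required in at least 1 genotype and 0.8947 without a filter. From the correlation, the paper concludes that the tumors keep many characteristics of the wild-type tissue.

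**Figure D1:**
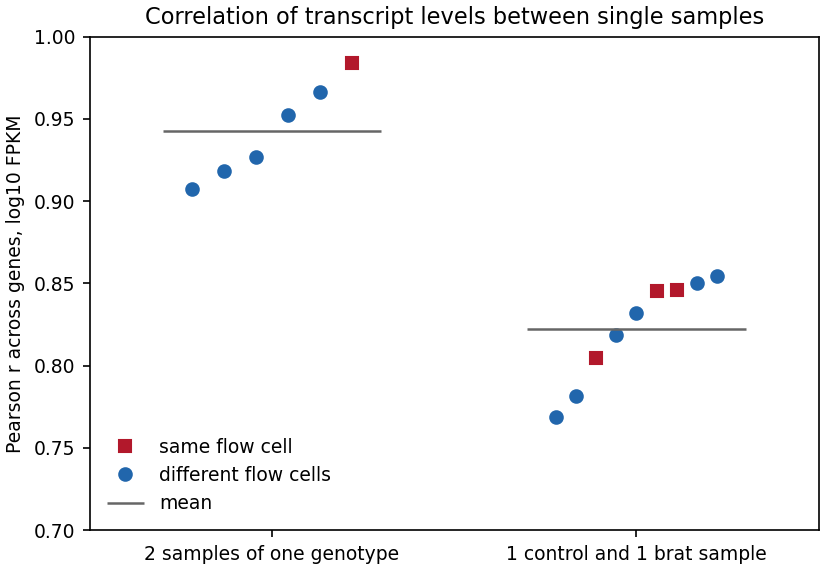
Pearson correlation across genes of log10 FPKM for every pair of samples, with pairs of the same genotype on the left, pairs of a control and a brat sample on the right, squares for pairs from the same flow cell and lines for the means. The 6 pairs of the same genotype lie between 0.9073 and 0.9839, above all 9 pairs of different genotypes.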

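Of the 13639 protein-coding genes in the deposited files, 8419 (61.73%) had an average of at least 1 FPKM in both control and brat. In single samples, between 8582 genes in control replicate 3 and 8810 genes in control replicate 1 reached 1 FPKM. Requiring 1 FPKM in every sample, instead of on average in each genotype, left 7914 genes.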

In total, we were able to quantify transcripts from 8,333 of the 13,781 annotated protein‐coding *Drosophila* genes in both wild‐type and *brat* mutant heads. On average 82% of all annotated transcripts were expressed in adult female fly heads for each second‐level Kyoto Encyclopedia of Genes and Genomes (KEGG) category [27] (Figure 2C). 

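The KEGG categories were not in the files analysed here, and lists of gene symbols written before the files were opened stood in for them. The average FPKM of control and brat had a median of 1081 over 79 expressed ribosomal protein genes (quartiles 757.5 and 1456), which stood for translation. It was 417.3 over 25 genes of oxidative phosphorylation (quartiles 222.3 and 664.6), which stood for energy metabolism. For 20 phototransduction genes, which stood for the sensory system, it was 285.7 (quartiles 96.64 and 478.6). All expressed genes together had a median of 13.01. Each of the 3 medians exceeded those of all random gene sets of the same size (permutation test over genes, p = 1e-05, the smallest that 100000 draws can give, adjusted p = 1e-05 over 3 tests). Genes are not independent replicates in this test. The median of the oxidative phosphorylation genes moved most when single samples were left out, to between 381.9 and 427.5.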

The highest absolute mRNA expression levels were found in the categories ‘Energy Metabolism’ and ‘Translation’, which agrees well with recent data from fission yeast [11], and in the category ‘Sensory System’, consistent with the specific functions of the analyzed tissue (Figure 2D).

### Quantification of approximately 70% of the brain tumor proteome

In a pilot proteomic study, *brat* and wild‐type fly head samples were labeled in duplicate with 4‐plex iTRAQ [25], separated by two‐dimensional liquid chromatography and measured by online tandem mass spectrometry. We quantified expression changes of 68,391 peptides with 8,017 unique sequences, corresponding to 1,311 unique proteins at a protein false discovery rate (FDR) of 5%. We refer to this first data set as iTRAQ #1.

Taking the number of quantified protein‐coding transcripts as an estimate for the total number of expressed proteins, we set out to increase the proteome coverage of our iTRAQ analysis. For this, we optimized the proteomics workflow by employing digestion with two proteases, high‐resolution two‐dimensional chromatography with extensive fractionation, combined collisional‐induced dissociation (CID)/higher energy C‐trap dissociation (HCD) and electron transfer dissociation (ETD)/HCD fragmentation [28], and multiple search engines using Protein Discoverer (Thermo Fisher Scientific). In all further analyses and discussion we refer to this as the optimized iTRAQ data set (iTRAQ #2).

Each sample was digested separately with two specific proteolytic enzymes, trypsin and LysC, and labeled in duplicate with 4‐plex iTRAQ. Trypsin‐and LysC‐digested samples were fractionated by high‐resolution strong cation exchange (SCX) chromatography with a two‐dimensional gradient into 85 and 118 fractions, respectively, and then analyzed by liquid chromatography‐tandem mass spectrometry (LC‐MS/MS) on a LTQ‐Orbitrap Velos (Figure 3A). Protein quantification of technical iTRAQ replicates correlated very well (*r*=0.99, Additional file 1: Figure S1A).

**Figure 3:**
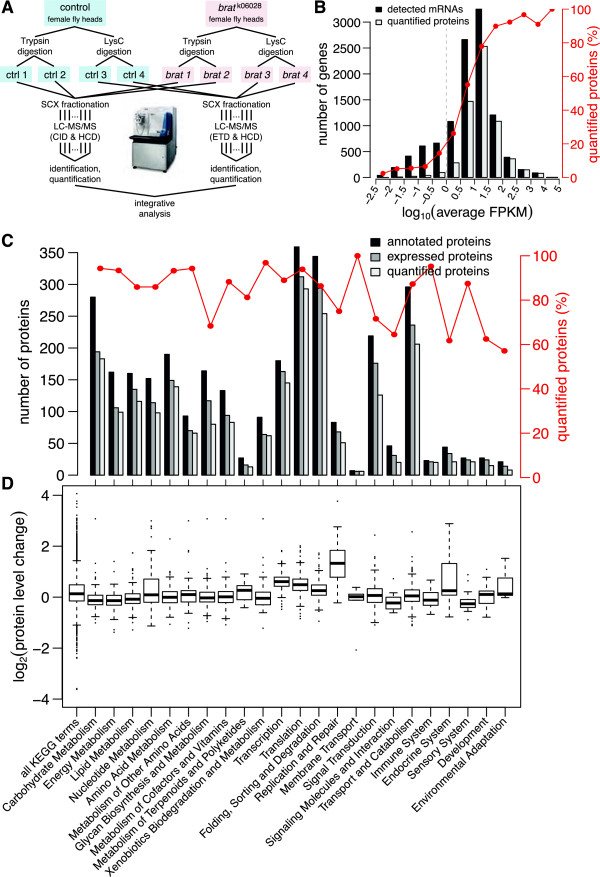
**Proteome analysis. (A)** Optimized mass spectrometry workflow for quantitative proteomics using 4‐plex iTRAQ. **(B)** Proteome coverage of expressed transcripts. The red line indicates the percentage of quantified proteins in each bin of detected transcripts. Transcripts with FPKM ≥ 1 are considered expressed (dashed gray line, see also Figure 2A). **(C)** Proteome coverage of different KEGG categories. For each functional category the number of annotated (dark gray), expressed (light gray) and quantified proteins (white) are shown together with the percentage of quantified proteins (red). **(D)** Box‐and‐whisker plot of protein expression changes between wild‐type and *brat* samples in different functional categories. FPKM, fragments per kilobase of transcript per million mapped fragments; KEGG, Kyoto Encyclopedia of Genes and Genomes.

To confirm the iTRAQ data, we quantified 34 proteins by selected reaction monitoring (SRM) [29], an alternative label‐free protein quantification method. We observed a high technical and biological reproducibility of iTRAQ and SRM protein quantification (*r*=0.83, Additional file 1: Figure S1B and *r*=0.73, Additional file 1: Figure S1C, respectively). In addition, a comparison of iTRAQ and SRM measurements showed that the level of regulation appeared higher for SRM than for iTRAQ. This is in agreement with previous observations reporting an underestimation of protein expression changes (‘ratio compression’) for iTRAQ [30,31]. To account for this effect, we performed correlation analyses between the different data sets using rank correlations.

In total, we were able to determine the relative expression of 278,763 peptides (FDR < 1.6%) containing 65,742 unique sequences, with 166,615 (60%) of the peptides from trypsin‐digested and 112,148 (40%) from LysC‐digested samples. The trypsin and LysC samples were largely complementary in their contribution of unique peptides for quantification (Additional file 1: Figure S1D).

The peptide sequences mapped unambiguously to 6,277 FlyBase‐annotated protein‐coding genes at a protein FDR of 5%. The FDR of the integrated data set was lower since we combined the proteome with transcriptome data and performed correlation analyses only for genes with both quantitative protein and transcript data available. Expression changes for 75% of the proteins were determined in both trypsin‐ and LysC‐digested samples (Additional file 1: Figure S1E), and showed good reproducibility (*r*=0.7, Additional file 1: Figure S1F). We found that 18% of the proteins were exclusively quantified in the trypsin sample and 7% in the LysC sample.

For 93% (5,840 of 6,277) of all quantified proteins we were able to quantify the corresponding transcripts as well, and the correlation between mRNA and protein expression changes was very similar to a previous study in cell lines (Spearman’s rank correlation *ρ*=0.61 versus *ρ*=0.58 to 0.63 in [12]). 

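The protein log2 changes used here are the paper's own, from the part of Additional file 6 that was available, which covers 1993 of the genes in the files. This part follows the order of FlyBase gene numbers and is not a random sample of genes. Intervals given for it therefore do not extend to the complete Additional file 6. Of the 1234 genes with a protein value in this part, 1173 (95.06%, 95% Wilson interval 93.7% to 96.13%) had a transcript expressed in both genotypes. When 1 FPKM was required in every sample, this share was 92.63%. Across the 1173 genes, the Spearman correlation between the log2 ratio of mean FPKM and the protein change was 0.6489 (permutation test, p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 1.5e-05 over 3 correlations). Between single control and brat samples this correlation had an SD of 0.03714 (9 pairs). The correlation is taken across genes, which are not independent replicates. It rose to 0.7007 over the 901 genes whose protein value rested on at least 5 spectra. The paper sets its own correlation beside that of an earlier study in cell lines.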

Considering that 8,333 protein‐coding genes were expressed in the samples according to transcriptome analysis, we have quantified 70% (5,840 of 8,333) of all expressed proteins. 

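In the available part of Additional file 6, 1547 genes were expressed in both genotypes, and 1173 of them (75.82%, 95% Wilson interval 73.63% to 77.89%) had a protein value. With 1 FPKM required in every sample, the share was 77.54% of 1474 genes. From this kind of comparison, the paper concludes that its data are among the most complete quantitative proteomes of a complex tissue.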

Therefore, our data represent one of the most complete quantitative proteomics analyses of a complex tissue comparing two physiological states.

### High quantitative proteome coverage for Kyoto Encyclopedia of Genes and Genomes pathways and abundant transcripts

To further evaluate the quality of our data, we correlated proteome coverage with expression levels, physico‐chemical properties and annotated functions. Using the codon adaptation index as a predictor for expression levels [32], we found increased coverage for proteins predicted to be more abundant (Additional file 2: Figure S2A). Furthermore, we observed increased coverage for proteins encoded by more abundant transcripts. 

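The share of genes with a protein value in the available part of Additional file 6 rose with the average FPKM of control and brat. It was 11.56% under 1 FPKM (40 of 346 genes, 95% Wilson interval 8.606% to 15.36%) and 41.78% from 1 to 10 FPKM (221 of 529 genes, 37.65% to 46.02%). From 10 to 100 FPKM it was 84.42% (737 of 873 genes, 81.87% to 86.68%), and at 100 FPKM and above it was 96.33% (236 of 245 genes, 93.17% to 98.06%). None of these intervals overlap.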

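Of the 1118 genes above 10 FPKM in the available part of Additional file 6, 973 (87.03%) had a protein value, with a 95% Wilson interval of 84.93% to 88.87%. Computed from single samples, the share had an SD of 1.179 percentage points (n = 6 samples). Leaving out a sample moved it furthest, to between 86.87% and 87.15%.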

For mRNAs with FPKM > 10, for example, we obtained a protein coverage of more than 82% (Figure 3B). As shown previously [33], we detected a higher proteome coverage for larger proteins since they generally produce a larger number of different peptides upon digestion (Additional file 2: Figure S2B). Only extremely hydrophobic proteins were under‐represented and covered by less than 50%, presumably due to reduced solubility during sample preparation (Additional file 2: Figure S2C), whereas protein coverage was higher than 60% for the full range of isoelectric points (Additional file 2: Figure S2D). Most importantly, our analysis quantified on average 86% of the expressed proteins within each second‐level KEGG pathway category with only five categories covered by less than 70% (Figure 3C). Thus, all biological pathways are well represented and our data are a good representation of the entire expressed proteome.

### DNA replication and damage repair pathways are upregulated in tumors

To identify deregulated biological processes in the tumors, we performed functional pathway enrichment analyses for transcript and protein level changes using a *z*‐value cut‐off of 2. 

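Over the 8419 genes expressed in both genotypes, the log2 ratio of mean FPKM in brat to control had a mean of 0.2289 and an SD of 1.026. A z of 2 therefore corresponds to a ratio of 4.857 and a z of -2 to a ratio of 0.2828. There were 284 transcripts above the upper cut-off, of which 283 had an adjusted p under 0.05 in limma, and 80 below the lower cut-off, of which 74 did. In all, limma called 2134 transcripts upregulated and 1119 downregulated (38.64% of those tested). The median SD between replicates was 0.2806 in control and 0.2756 in brat on the log2 scale. With the replicate number as a block, 1847 transcripts were upregulated and 743 downregulated. The samples with the same number did not on average deviate together from their genotype means (correlation -0.1018 over 3 pairs), and the main model holds no block. None of these pairs shared a flow cell, so the check cannot separate pairing from flow cell and does not settle the choice. The count of downregulated transcripts rose most under quantile normalization between samples, to 1932, while the upregulated ones then numbered 1756. It fell most without control replicate 2, to 514, with 1465 upregulated. Genes with an adjusted p under 0.05 and no overlap between the samples of the 2 genotypes were ranked by limma's log2-fold change. Among these genes, all expressed in both genotypes, the 5 largest increases were those of Pen, polo, Ote, tum and CG14434. Genes under 1 FPKM in control were not ranked, such as mira with 0.5868 FPKM in control and 207.3 FPKM in brat. The control averages of polo, Ote and tum fell under 1 FPKM without control replicate 1. The 5 largest decreases were those of AttC, CG16713, CG8147, CG3348 and CG11501. Pen (FBgn0011823, 2L from 10056906 to 10060097) had 3.202 ± 2.855 FPKM (SD, n = 3) in control and 213.8 ± 36.74 FPKM (SD, n = 3) in brat. Its log2-fold change was 6.39 (standard error 0.5839, adjusted p = 0.0004209 from limma). AttC (FBgn0041579, 2R from 9281210 to 9282184) had 213.7 ± 42.94 FPKM (SD, n = 3) in control and 10.38 ± 3.527 FPKM (SD, n = 3) in brat. Its log2-fold change was -4.39 (standard error 0.2908, adjusted p = 0.0002688 from limma). With the block the adjusted p was 0.004801 for Pen and 0.004711 for AttC.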

The set of pathways over‐represented in upregulated transcripts and proteins largely overlapped (KEGG‐term enrichment analysis of upregulated transcripts and proteins: Tables 1 and 2, respectively). 

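The transcripts above the z cut-off of 2 were compared with hand-written symbol lists, since the KEGG lists were not in the files analysed here. Of 25 expressed DNA replication genes, 18 were above the cut-off, against 266 of the 8394 other expressed genes (Fisher's exact test, odds ratio 78.57, adjusted p = 1.46e-21 over 2 tests). Of 29 expressed DNA repair genes, 13 were above it, against 271 of 8390 others (Fisher's exact test, odds ratio 24.34, adjusted p = 2.335e-12). In limma, 24 genes of each list were upregulated and none were downregulated. Leaving out single samples put between 16 and 19 DNA replication genes and 12 or 13 DNA repair genes above the cut-off. These tests cover the transcripts only. The paper concludes from its enrichment of transcripts and of proteins that the pathways largely overlap.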

As expected for proliferating tumor tissue, the KEGG pathway ‘DNA replication’ was strongly enriched among proteins upregulated in *brat* (Table 2). Surprisingly, however, this list also contained multiple terms associated with DNA damage repair like ‘Mismatch repair’, ‘Nucleotide excision repair’ and ‘Base excision repair’ (Table 2), and proteins in the KEGG category ‘Replication and repair’ were most highly upregulated in the tumors (Figure 3D). Although genomic instability does not cause brain tumor formation in *Drosophila*[34], our results suggest that the DNA damage reported for *brat* tumors upon transplantation [24] might already be present in the primary tumor.

**Table 1:** Kyoto Encyclopedia of Genes and Genomes based enrichment analysis of upregulated transcripts

**Kyoto Encyclopedia of Genes**	**Enrichment**	***P *** **value**	**Adjusted**
**and Genomes pathway**			***P *** **value**
Replication and repair	18.4	1.3×10^−32^	2.05×10^−30^
Genetic information processing	4.19	1.92×10^−29^	1.52×10^−27^
DNA replication	21	6.03×10^−17^	3.18×10^−15^
Nucleotide excision repair	15.5	6.69×10^−12^	2.64×10^−10^
Mismatch repair	22.6	5.33×10^−11^	1.68×10^−9^
RNA transport	6.87	1.16×10^−10^	3.05×10^−9^
Transcription	5.3	1.21×10^−9^	2.72×10^−8^
Translation	3.59	9.41×10^−9^	1.86×10^−7^
Pyrimidine metabolism	6.56	8.27×10^−7^	1.45×10^−5^
Basal transcription factors	10	9.61×10^−7^	1.52×10^−5^
Non‐homologous end‐joining	31.8	2.75×10^−6^	3.95×10^−5^
Homologous recombination	13.2	2.68×10^−5^	0.000353
Base excision repair	11.9	4.69×10^−5^	0.00057
Ribosome biogenesis in eukaryotes	5.05	7.07×10^−5^	0.000798
Spliceosome	4.18	0.00014	0.00148
Progesteron‐mediated oocyte maturation	6.5	0.000292	0.00271
Endocrine system	6.5	0.000292	0.00271
Nucleotide metabolism	3.45	0.000361	0.00317
Organismal systems	3.33	0.00158	0.0131

**Table 2:** Kyoto Encyclopedia of Genes and Genomes based enrichment analysis of upregulated proteins

**Kyoto Encyclopedia of Genes**	**Enrichment**	***P *** **value**	**Adjusted**
**and Genomes pathway**			***P *** **value**
Replication and repair	19.5	6.32×10^−26^	9.99×10^−24^
DNA replication	34.3	2.17×10^−24^	1.72×10^−22^
Nucleotide excision repair	19.2	5.58×10^−12^	2.94×10^−10^
Homologous recombination	28.8	1.09×10^−10^	4.32×10^−9^
Mismatch repair	27.2	1.87×10^−10^	5.89×10^−9^
Base excision repair	22.6	1.25×10^−8^	3.29×10^−7^
Genetic information processing	2.56	1.63×10^−7^	3.69×10^−6^
Pyrimidine metabolism	8.09	4.04×10^−7^	7.98×10^−6^
Non‐homologous end‐joining	32.3	7.04×10^−5^	0.00124
Nucleotide metabolism	4.26	0.000125	0.00198
Progesterone‐mediated oocyte maturation	7.35	0.00056	0.00737
Endocrine system	7.35	0.00056	0.00737
Purine metabolism	3.54	0.00373	0.0453

### Hydrophobic proteins tend to be downregulated in the tumors

Our comprehensive data set of protein expression changes between wild‐type and *brat* samples allowed us to test for correlations with specific primary sequence features (Figure 4). Protein expression changes neither correlated with molecular weight (*ρ*=0.02) nor isoelectric point (*ρ*=0, data not shown). However, hydrophobic proteins were preferentially downregulated in the tumor (*ρ*=−0.25, *P*=1.3×10^−89^, Figure 4A). A possible explanation is that *brat* mutant neuroblasts fail to differentiate into neurons and hence do not upregulate the multitude of transmembrane proteins required for mature neuronal function [23,35,36].

**Figure 4:**
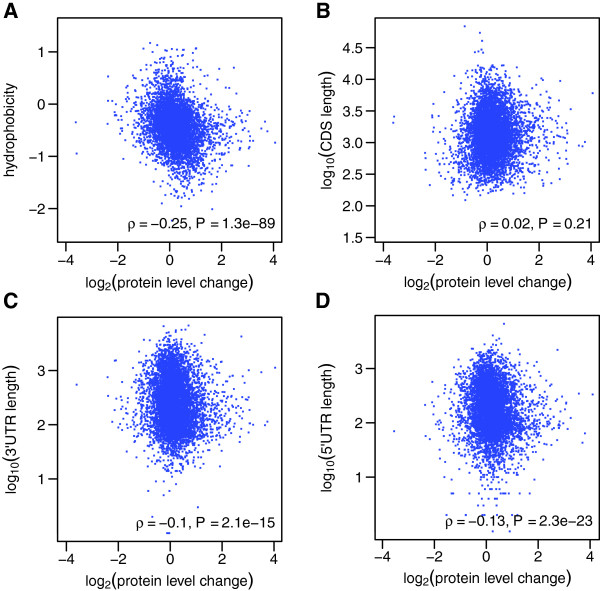
**Correlation of sequence features with changes in protein expression. (A)** Protein hydrophobicity negatively correlates with protein level change. **(B)** Length of the coding sequence does not affect protein expression changes. **(C)** Lengths of the 3’ and **(D)** 5’ UTRs negatively correlate with protein upregulation. CDS, coding sequence; UTR, untranslated region.

### Shorter 3’ and 5’ UTRs correlate with protein upregulation

While protein level changes did not correlate with the length of coding sequences (*ρ*=0.02, Figure 4B), we detected a very low but significant negative correlation with the length of the 3’ and 5’ untranslated regions (3’ UTR: *ρ*=−0.1, *P*=2.1×10^−15^, Figure 4C; 5’ UTR: *ρ*=−0.13, *P*=2.3×10^−23^, Figure 4D). To determine if up‐ and downregulated proteins were differentially affected by UTR length, we divided the pool of quantified proteins into two subsets: downregulated and upregulated relative to the median, and analyzed the correlation for these subsets separately. Interestingly, only upregulated proteins with shorter UTR length were more highly upregulated (3’ UTR: *ρ*=−0.12, *P*=1.8×10^−10^; 5’ UTR: *ρ*=−0.11, *P*=3.5×10^−9^), whereas downregulated proteins did not have a significant correlation with UTR length. On average, transcripts with shorter UTRs are expected to have less binding sites for regulatory factors like miRNAs and RNA‐binding proteins, and thus, are less susceptible to post‐transcriptional control. Our observation is consistent with data showing that 3’ UTR shortening increases mRNA stability and protein expression, and leads to oncogene activation in cancer cells [37,38]. Interestingly, our data suggest that this effect might occur not only for 3’ UTRs but also for 5’ UTRs.

### Genes involved in transcription are strongly regulated by post‐transcriptional control

Next, we considered whether mRNA abundance had an effect on the expression change of proteins in the tumor. 

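Control FPKM from the deposited files was compared with the paper's protein log2 changes over the 1173 genes of Additional file 6 that had both. The Spearman correlation across genes was -0.3279 (permutation test, p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 1.5e-05 over 3 correlations). For brat FPKM it was 0.008524 (permutation test, p = 0.7711, adjusted p = 0.7711). Leaving out control replicate 1 moved the control correlation furthest, to -0.3206. From the negative correlation in control and its absence in brat, the paper concludes that proteins of transcripts lowly expressed in wild-type are more prone to be upregulated in the tumors.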

Interestingly, we observed a negative correlation of wild‐type transcript abundance with protein level change (*ρ*=−0.29, *P*=2.5×10^−118^, Additional file 3: Figure S3A), whereas the opposite was not the case: transcript levels in the tumor did not correlate with protein level change (Additional file 3: Figure S3B). Our results indicate that proteins encoded by transcripts, which are lowly expressed in wild‐type samples, have an increased propensity for being upregulated in the tumors.

Quantification of both mRNA and protein level changes allowed us to test the contribution of post‐transcriptional mechanisms to the proteome alterations that occur in *brat* brain tumors. For this, we compared how well changes in protein levels correlate with changes in the corresponding transcripts. Overall protein and mRNA changes correlated similarly to a previous analysis in human cell lines (*ρ*=0.61 versus *ρ*=0.58 to 0.63 in [12]). 

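The transcript changes computed here, as log2 ratios of mean FPKM, can be set beside those the paper lists in Additional file 6. Over 1543 genes the Pearson correlation of the 2 sets of changes was 0.9975, with a median absolute difference of 0.04644 and a largest of 0.5005 on the log2 scale. Across the 1173 genes that also had a protein value, the Spearman correlation of transcript and protein change was 0.6489, and the Pearson correlation was 0.6479. Transcript changes estimated by limma gave a Spearman correlation of 0.6526. With single samples left out it stayed between 0.6384 and 0.6486.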

Surprisingly, when investigating the different biological pathways individually, we found that the correlations were highly variable. We used random sampling to control for the different number of genes in each KEGG category to identify categories that deviate significantly from the global correlation (Table 3 and Figure 5).

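For 4 categories, the symbol lists written before the files were opened were tested against random sampling. The Spearman correlation of transcript and protein change over the genes of a list was compared with that of 10000 random samples of the same number of genes, out of the 1173 with both values. The p-values of this random sampling were adjusted over the 4 categories. The lists are shorter than the KEGG categories, and Additional file 6 was available only in part, so that between 19 and 52 genes entered each test. The correlations ranged from -0.193 to 0.8656, while random samples of these sizes had medians between 0.6433 and 0.6464. The paper concludes from its own Table 3 that the categories deviate from the global correlation to different degrees.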

**Table 3:** Biological pathways exhibiting significant alterations in post‐transcriptional regulation

**Kyoto Encyclopedia of**	**Correlation *ρ***	**Significance**^**a**^
**Genes and Genomes pathway**		
**Metabolism**		
Energy metabolism	0.23	***
Lipid metabolism	0.49	*
Nucleotide metabolism	0.75	*
**Genetic information processing**		
Transcription	0.16	***
Translation	0.45	***
Folding, sorting and degradation	0.46	***
**Cellular processes**		
Transport and catabolism	0.39	***

^a^Different biological pathways show considerable variability in their correlation of transcript‐to‐protein level changes. The statistical significance of the deviation from the global correlation (*ρ*=0.61) was estimated by random sampling, controlling for the number of quantified proteins in each pathway (* *P*<0.05; ** *P*<0.01; *** *P*<0.001).

**Figure 5:**
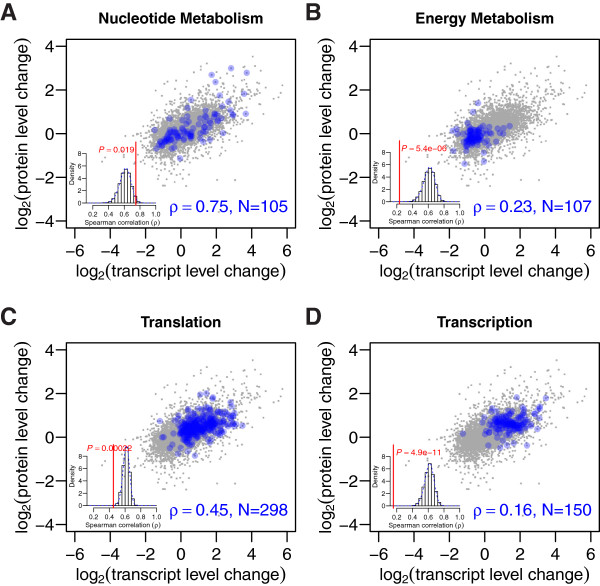
**Post‐transcriptional regulation changes for distinct functional pathways.** Transcript and protein level changes exhibit different correlations for distinct gene functions. Correlation *ρ* of transcript and protein level changes for genes involved in **(A)** nucleotide metabolism, **(B)** energy metabolism, **(C)** translation and **(D)** transcription. *N* is the number of quantified gene products in each category. The insets on the lower left side of each panel show histograms of correlation coefficients that were generated by random sampling (sample size *N*). The observed correlation coefficients and the corresponding *P* values are indicated in red.

For KEGG pathways involved in ‘Metabolism’, the correlations did not show a clear trend. 

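For 23 genes of nucleotide metabolism the Spearman correlation of transcript and protein change across genes was 0.8656. In random samples of 23 genes the median was 0.6433 (permutation p = 0.0458, adjusted p = 0.05079 over the 4 categories). The difference therefore did not pass the threshold after adjustment. Leaving out brat replicate 2 moved the correlation furthest, to 0.8271 (permutation, adjusted p = 0.1066). The difference passed the threshold without control replicate 3 (0.8617, adjusted p = 0.0342) and without brat replicate 3 (0.8706, adjusted p = 0.04213). It also did with control replicates 2 and 3 averaged before replicate 1, a setting chosen after seeing the data (0.8757, adjusted p = 0.0256). From a high correlation in this category, the paper reasons that protein changes follow transcript changes and that post-transcriptional regulation differs little between wild-type and tumor.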

The correlation was very high for ‘Nucleotide metabolism’ (*ρ*=0.75,*N*=105, Figure 5A), indicating that changes of transcript expression cause corresponding changes in protein expression and, hence, only minor alterations in the post‐transcriptional regulation occur between wild‐type and tumor samples. In contrast, the correlation was low for ‘Energy metabolism’ (*ρ*=0.23,*N*=107, Figure 5B). 

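For the 19 genes of oxidative phosphorylation that had both values, the correlation across genes was -0.193, against a median of 0.644 in random samples of 19 genes (permutation p = 0.0005999, adjusted p = 0.0024 over the 4 categories). Without brat replicate 1 it was -0.4632, the largest move of all alternatives.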

Here, however, transcript and protein expression levels were relatively constant and therefore no conclusions about changes in post‐transcriptional regulation were possible.

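Within the oxidative phosphorylation list, the log2 transcript changes had an SD of 0.3873 and the paper's log2 protein changes an SD of 0.3671 (19 genes). Over all 1173 genes with both values the SDs were 1.117 and 0.5857. From the small spread, the paper reasons that its low correlation allows no statement on post-transcriptional regulation in this category.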

The KEGG subcategories for ‘Genetic information processing’ generally showed significantly lower correlations. The correlation was low for ‘Translation’ (*ρ*=0.45,*N*=298, Figure 5C) and lowest for genes regulating ‘Transcription’ (*ρ*=0.16,*N*=150, Figure 5D). 

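For 52 translation genes the Spearman correlation of transcript and protein change across genes was 0.4254, against a median of 0.6442 in random samples of 52 genes (permutation p = 0.05079, adjusted p = 0.05079 over the 4 categories). This did not pass the threshold. It did without control replicate 3, where the correlation was 0.3202 (permutation, adjusted p = 0.009999), without brat replicate 1 (0.3778, adjusted p = 0.0192) and without brat replicate 2 (0.3937, adjusted p = 0.04373). It also did with control replicates 2 and 3 averaged before replicate 1, a setting chosen after seeing the data (0.3908, adjusted p = 0.0256). The main result thus lies close to the threshold. For 31 transcription genes the correlation was 0.1286, against a median of 0.6464 in random samples (permutation p = 0.0014, adjusted p = 0.0028). Leaving out brat replicate 2 moved it furthest, to 0.2355. The SD of the log2 transcript changes was 0.6052 over the transcription genes and 0.44 over the translation genes, and the SDs of the paper's log2 protein changes were 0.3373 and 0.3792. The random samples here were not matched for these spreads. From the low correlation and its own comparison with genes of like spread, the paper concludes that post-transcriptional control is particularly marked for proteins of transcription.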

To control for the particular spread of mRNA and protein regulation, respectively, we compared the correlation of ‘Transcription’ genes to randomly sampled genes exhibiting similar spreads and found that the observed correlation was significantly lower than what would be expected by chance (data not shown). Thus, proteins involved in transcriptional processes are particularly well controlled on a post‐transcriptional level, and changes of mRNA expression provide only limited insight into changes of protein expression. This is important to consider when performing quantitative research on the regulation of transcription: our data indicate that quantifying only mRNA expression might not always suffice to reflect the situation at the protein level.

### Co‐regulation of protein complexes is enhanced post‐transcriptionally

Most proteins exert their biological functions as part of supramolecular assemblies and complexes, and much progress has been made in identifying these protein complexes on a global scale [39]‐[41]. While transcripts coding for protein‐complex subunits tend to be co‐expressed [42]‐[44], co‐regulation on the protein level has not been shown for large‐scale data sets. This is important since a high degree of variation in subunit stoichiometries has been demonstrated for nuclear complexes, for example, see [45]. Also, little is known about the individual contributions of transcriptional and post‐transcriptional mechanisms ensuring stoichiometric protein expression ratios.

We therefore used our quantitative transcriptome and proteome data to investigate the co‐regulation of protein‐complex subunits. As a reference, we used all protein interactions and complexes identified by affinity purification of tagged proteins coupled with mass spectrometry and defined by the *Drosophila* protein interaction map (DPiM) [39]. Expression changes of transcripts and proteins were mapped onto the interaction network and visualized with Cytoscape [46]. Using this integrated protein interaction network (Figure 6 and Additional file 4), we observed a clustering of co‐regulated genes into distinct areas corresponding to different protein complexes.

**Figure 6:**
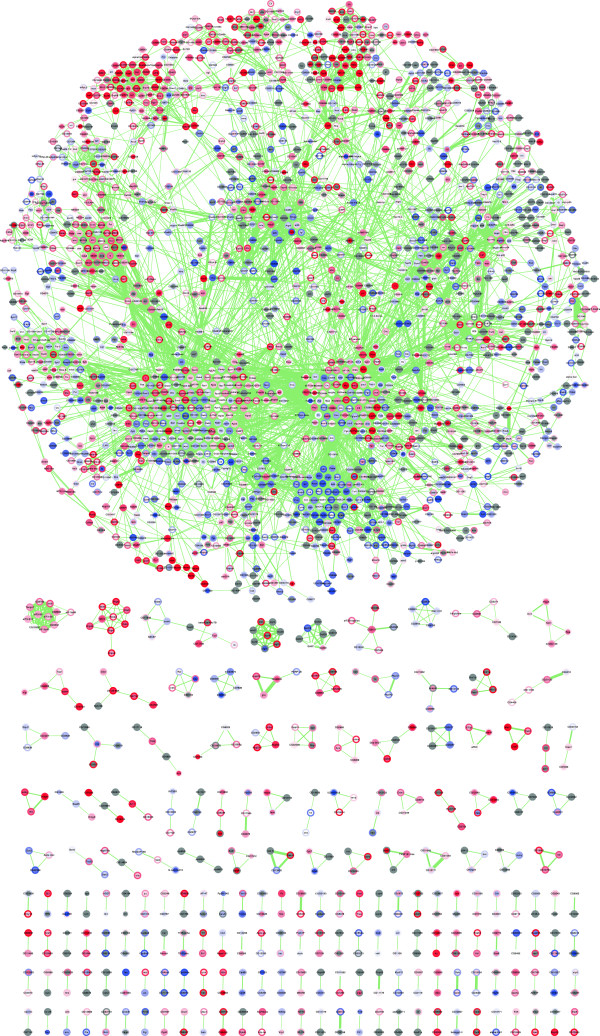
**Global protein interaction map integrated with mRNA and protein expression changes.** Visualization of mRNA and protein expression changes for all *Drosophila* protein interaction map clusters [39] using Cytoscape. Clustered proteins tend to be co‐regulated. The centers of the nodes indicate protein expression changes and the borders of the nodes mRNA expression changes. Blue represents downregulation, red represents upregulation and the color intensity is proportional to the level of regulation. Transcripts and proteins not quantified are shown in gray. Protein interactions are depicted as light green lines and their thickness is proportional to the interaction strength. See Additional file 4 for details.

To confirm this co‐regulation quantitatively, we determined the similarity of regulation between pairs of genes *A* and *B* by calculating the absolute difference of their *z*‐transformed log_2_‐fold expression changes *d*_*A*−*B*_. Overall, we found that interacting proteins within a complex exhibited significantly higher co‐regulation (that is, smaller *d*_*A*−*B*_) than randomized protein pairs (Figure 7A). 

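The transcript side of this comparison was repeated for the members of the 6 complexes drawn in Figure 8, since the list of all interactions was not in the files analysed here. The log2 ratios of mean FPKM were z-transformed over the 8419 expressed genes, and the absolute difference was taken for each pair of members of the same complex. Over 223 pairs the average difference was 0.5772, against 1.102 in random sets of genes (permutation test, p = 1e-05, the smallest that 100000 draws can give). With single samples left out, the average stayed between 0.5697 and 0.6088. The paper drew these complexes from those it had already found co-regulated, eIF3 and ATP synthase also at the transcript level, so the p-value does not extend to complexes in general. These 2 complexes supply 55 pairs each, and none of the other 4 passed the threshold alone. The difference between the protein and the transcript level was not analysed here. From its own comparison, the paper concludes that co-regulation is stronger at the protein level.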

We observed a qualitatively similar effect for the transcripts (Additional file 5: Figure S5), but the co‐regulation was significantly stronger at the protein than at the mRNA level (Figure 7B). Taken together, our data indicate that despite co‐regulation of complex subunits on the transcript level, significant fine‐tuning of protein stoichiometry occurs post‐transcriptionally.

**Figure 7:**
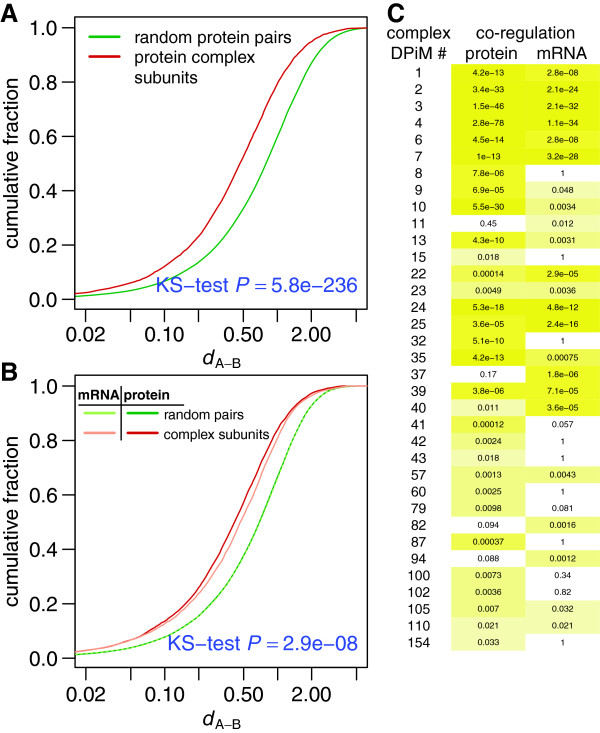
**Post‐transcriptional improvement of complex subunit co‐regulation. (A)** Subunits of annotated protein complexes (red) are significantly more co‐regulated than random protein pairs (green). **(B)** Subunits of protein complexes are significantly more co‐regulated on the protein level (red) than on the transcript level (light red). The random protein pairs are indicated in dark green, random transcript pairs in light green. **(C)** Matrix of *P* values of significantly co‐regulated protein complexes (DPiM) [39] at the mRNA level and at the protein level. The complexes are numbered according to DPiM since several of them have neither names nor known biological functions. The individual complex members are listed in Additional file 4. The color intensity indicates increasing significance. *P* values were determined by the Kolmogorov–Smirnov test (KS‐test) and corrected for multiple testing. DPiM, *Drosophila* protein interaction map.

### Only 11% of protein complexes exhibit significant subunit co‐regulation

In general, it is assumed that protein‐complex subunits are co‐regulated and maintain stable stoichiometric compositions. However, the distinction between permanent and transient complexes based on mRNA co‐expression in yeast [44] and the discovery of variable subunit compositions for some nuclear complexes [45] indicate that there are exceptions to this rule.

To determine if the co‐regulation we observed on the global level is due to co‐regulation of all or of only a subset of protein complexes, we set out to identify the individual complexes that were co‐regulated between wild‐type and *brat* samples. For this, we compared the co‐regulation of subunits of annotated protein complexes with randomly assembled ‘complexes’. Surprisingly, we found that only 23 of 274 complexes were co‐regulated on the transcript level. On the protein level, however, co‐regulation was stronger and we identified 31 complexes exhibiting significant co‐regulation (Figure 7C), supporting our conclusion for the post‐transcriptional adjustment of protein stoichiometries and the higher importance of protein versus mRNA expression control.

The low fraction of co‐regulated complexes (11% on the protein level) indicates that either co‐regulation is not a general feature of all protein complexes, or, more likely, that most complexes found in one biological system/state do not necessarily exist in other systems/states or exhibit different subunit compositions [45]. In addition, different molecules of a protein could be subunits of different protein complexes at a time.

As all annotated complexes were isolated from cultured cells of late embryonic origin (S2R+ cells) [39], and, since they exhibited high co‐regulation in adult brain tissue, we propose to classify them as permanent core complexes of *Drosophila*. Complexes like the proteasome (DPiM #4), the SNAP/SNARE complex (DPiM #7), the eukaryotic initiation factor 3 complex (eIF3, DPiM #24) and the ATP synthase complex (DPiM #25) fall into this category, both at the mRNA level and at the protein level, whereas the exosome (DPiM #41), the prefoldin complex (DPiM #42), the TCP‐1 ring complex or chaperonin‐containing TCP‐1 complex (TRiC/CCT, DPiM #32) and the minichromosome maintenance complex (MCM, DPiM #60) are exclusively co‐regulated on the protein level.

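Transcript co-regulation was computed for each complex drawn in Figure 8 from the deposited FPKM values, as the average absolute difference of z-transformed log2 ratios over all member pairs. It was compared with 100000 random sets of as many expressed genes, in which the average was 1.102. For eIF3 (11 members) the average was 0.3163 (permutation test, adjusted p = 0.00039 over 6 complexes) and for ATP synthase (11 members) it was 0.2811 (permutation test, adjusted p = 0.00024). For the exosome (9 members) it was 0.7354 (permutation test, adjusted p = 0.2202) and for prefoldin (8 members) 0.8202 (permutation test, adjusted p = 0.3085). For TRiC/CCT (8 members) it was 0.9255 (permutation test, adjusted p = 0.3931) and for MCM (7 members) 0.9767 (permutation test, adjusted p = 0.4053). For the last 4 complexes no difference from random sets was detected at the transcript level. The complexes of Figure 8 were chosen by the paper for their co-regulation, and these tests are therefore not independent of that choice. A Kolmogorov-Smirnov test of member pairs against random pairs, in which the pairs of a complex are not independent, moved 1 of them past the threshold, the exosome, with a distance D of 0.265 and an adjusted p of 0.01069. For MCM the average was 1.207 without control replicate 1, above that of random sets. Mcm2 and Mcm5 then fell under 1 FPKM in control and left the set. The changes of other members also moved, for dpa from 3.779 to 4.181 and for Mcm7 from 4.081 to 4.554. What each of these contributed was not tested. The proteasome and the SNAP/SNARE complex are not drawn in Figure 8 and were not tested. From co-regulation at 1 level or both, the paper sorts these complexes into those co-regulated as transcripts and proteins and those co-regulated as proteins only.

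**Figure D2:**
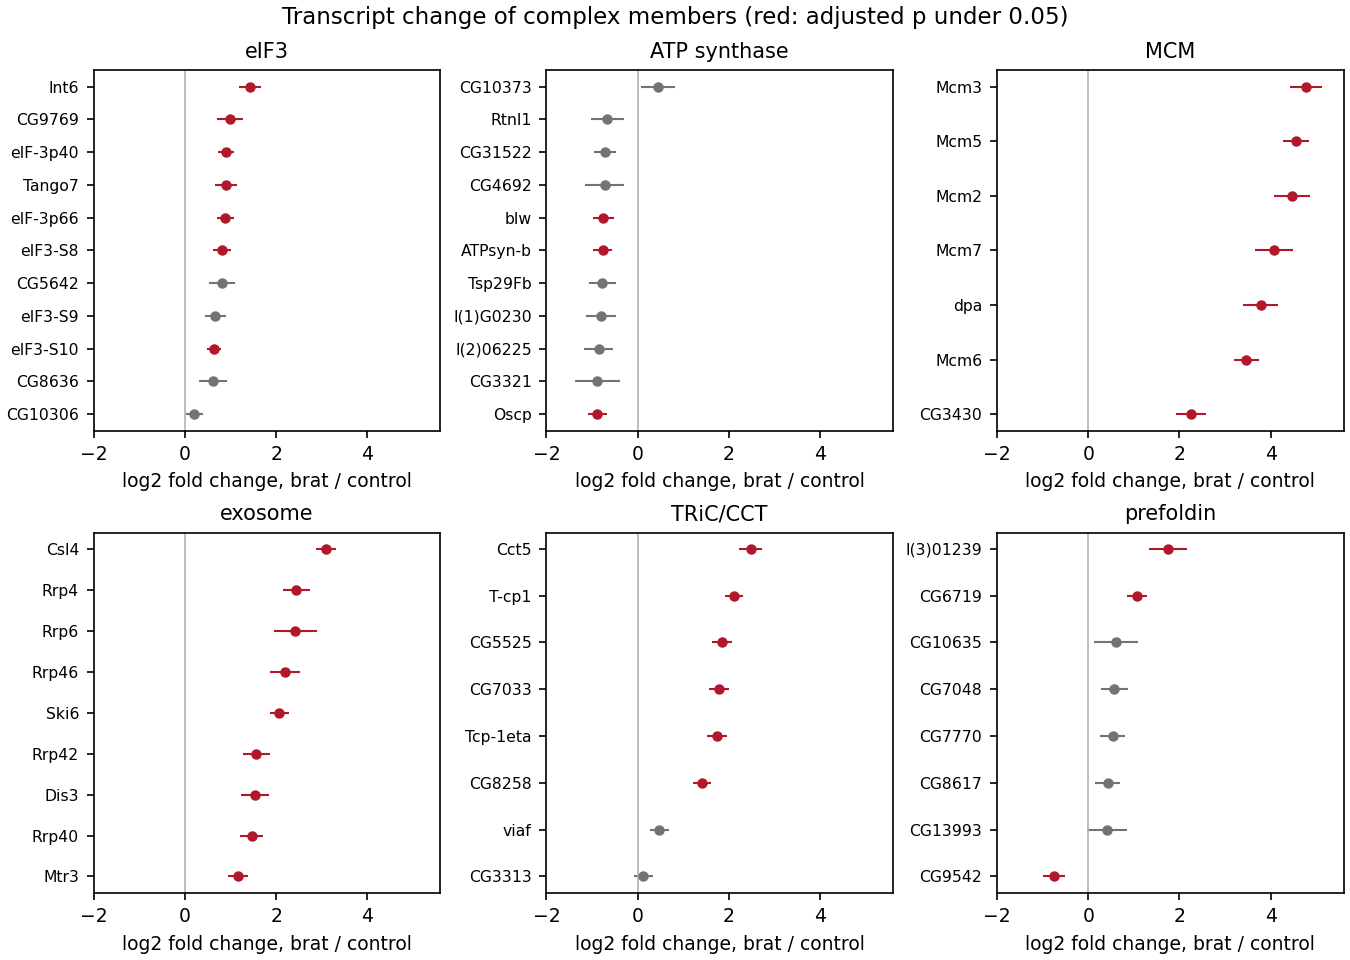
Transcript change of every tested member of the 6 complexes, as log2-fold change of brat against control from limma with its standard error (3 samples per genotype), in red where the adjusted p was under 0.05. Members of eIF3 and ATP synthase lie close together, whereas those of TRiC/CCT spread from 0.1248 for CG3313 to 2.477 for Cct5.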

Given this high variability, we would like to suggest an extension of the concept of permanent and transient complexes introduced by [44] because higher organisms are characterized by having different tissue types and specific developmental programs. In this situation, many more complexes have to be characterized as dynamic or transient, since they might only occur at specific times, places or physiological states during an organism’s lifetime.

### Characterization of individual complexes in a tumor based on subunit co‐regulation

In total, our analysis defined 31 co‐regulated core complexes (Figure 7C). From those, we selected a subset of well‐known complexes and manually re‐analyzed their annotated subunit composition as well as their potential for tumorigenesis taking into account expression changes at the mRNA level and at the protein level.

The eIF3 complex (DPiM #24, Figure 8A) is essential for the assembly of the translation initiation machinery, namely the recruitment of initiator Met‐tRNAi and mRNA to the 40S ribosome, and the subsequent scanning for the AUG start codon [47]. Aberrant mRNA and protein levels of eIF3 subunits have been detected in a wide variety of solid tumors and cancer cell lines, and eIF3 over‐expression can promote malignant transformation (see [48] and references therein). 

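All 11 eIF3 members had higher FPKM means in brat than in control. Their log2-fold changes averaged 0.8043 (SD 0.297 over members), from 0.2074 for CG10306 to 1.421 for Int6 (limma's fry test of the set, adjusted p = 0.009042 over 6 complexes). Of the members, 7 had an adjusted p under 0.05 in limma, and in 9 every brat sample was above every control sample. Int6 (FBgn0025582, 3L from 16778335 to 16780089) rose from 103.2 ± 24.38 FPKM (SD, n = 3) to 274.7 ± 55.19 FPKM (SD, n = 3), with an adjusted p of 0.004608 from limma. With the replicate number as a block, the adjusted p of the set was 0.01663. Quantile normalization between samples moved the average furthest, to 0.9921. A model with the flow cell as a covariate gave an average of 0.8356 that no longer passed the threshold (limma's fry, adjusted p = 0.0651). Of the proteins, eIF-3p40 is in the available part of Additional file 6, and the paper's reported value is a log2 change of 0.4998. The paper describes this complex as mildly but consistently upregulated at both levels.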

We found eIF3 mildly but consistently upregulated in brain tumors at the transcript as well as at the protein level.

**Figure 8:**
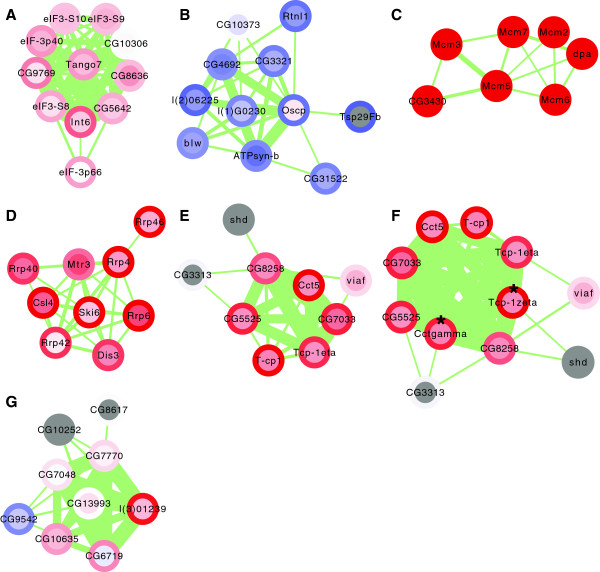
**Examples of co‐regulated protein complexes. (A)** Eukaryotic initiation factor 3. **(B)** ATP synthase complex. **(C)** MCM complex. **(D)** Exosome. **(E)** TRiC/CCT complex according to DPiM. **(F)** TRiC/CCT complex extended for co‐regulated subunits (indicated by asterisks). **(G)** Prefoldin complex. The centers of the nodes indicate protein expression changes and the borders of the nodes mRNA expression changes. Blue represents downregulation, red represents upregulation and the color intensity is proportional to the level of regulation. Transcripts and proteins not quantified are shown in gray. Protein interactions are depicted as light green lines and their thickness is proportional to the interaction strength. DPiM, *Drosophila* protein interaction map; MCM, minichromosome maintenance complex; TRiC/CCT, TCP‐1 ring complex or chaperonin‐containing TCP‐1 complex.

The ATP synthase complex (DPiM #25, Figure 8B) is involved in the oxidative phosphorylation pathway and employs the electrochemical gradient at the inner mitochondrial membrane for generating ATP from ADP. The downregulation of oxidative phosphorylation is a well‐known metabolic hallmark of cancer cells, called the Warburg effect [49,50]. 

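Of the 11 members that Figure 8 draws for ATP synthase, 10 had a negative transcript log2-fold change. Unlike for MCM, TRiC/CCT and prefoldin, established subunits were not separated here from other proteins drawn with them. Values for the set therefore cover all 11. The average was -0.6691 (SD 0.3774 over members), from -0.8799 for Oscp to 0.4487 for CG10373 (limma's fry test of the set, adjusted p = 0.03821 over 6 complexes). The decreases of Oscp, blw and ATPsyn-b had adjusted p-values under 0.05. Oscp (FBgn0016691, 3R from 11091298 to 11092412) had 431.5 ± 43.03 FPKM (SD, n = 3) in control and 235.6 ± 35.95 FPKM (SD, n = 3) in brat, with an adjusted p of 0.01289 from limma. In 6 members every brat sample was below every control sample. With the replicate number as a block, the set no longer passed the threshold (limma's fry, adjusted p = 0.1104). With the flow cell as a covariate the average was -0.7444 and passed it (limma's fry, adjusted p = 0.01506). Leaving out samples moved the average most, to between -0.8193 and -0.4654. The paper's reported protein log2 changes are -0.2864 for FBgn0010612, -0.2563 for blw, -0.4351 for ATPsyn-b and 0.3092 for Oscp. The other members' proteins were not in the part analysed here. From the decrease at both levels, the paper draws the link to the Warburg effect.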

In the *brat* tumors, ATP synthase was downregulated both at the transcript level and protein level. 

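The ImpL3 transcript (FBgn0001258, 3L from 6252592 to 6255793) had 10.97 ± 2.438 FPKM (SD, n = 3) in control and 13.77 ± 8.058 FPKM (SD, n = 3) in brat. The log2-fold change was 0.09123 (standard error 0.535, adjusted p = 0.9073 from limma, 0.9143 with the replicate number as a block). An exact permutation test of the 6 samples gave p = 1. The brat samples fell apart, with 4.469 FPKM in replicate 1 and 18.31 and 18.54 FPKM in replicates 2 and 3, which came from another flow cell. Without brat replicate 1 the log2-fold change was 0.7644 and passed the threshold (adjusted p = 0.03522 from limma), whereas without brat replicate 3 it was -0.2498. The protein change that the paper reports for ImpL3 is a log2 change of 0.9648, a ratio of 1.952. From the increase of this enzyme, the paper proposes that Drosophila tumors might serve as a model for studying the Warburg effect.

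**Figure D3:**
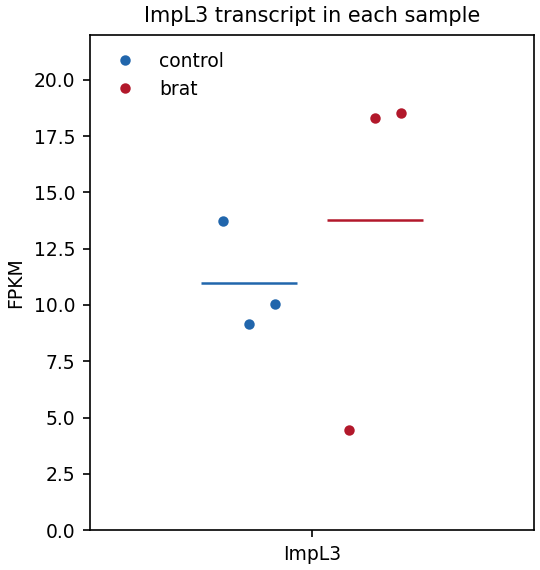
FPKM of the ImpL3 transcript in each of the 3 control and 3 brat samples, with a line at each mean. The control samples lie between 9.15 and 13.74 FPKM, and the brat samples lie on both sides of them at 4.469, 18.31 and 18.54 FPKM.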

Interestingly, the glycolytic enzyme L‐lactate dehydrogenase (ecdysone‐inducible gene L3, ImpL3 in *Drosophila*) was about twofold upregulated suggesting that *Drosophila* tumors might provide a suitable model for analyzing the causal relationships of the Warburg effect with cancer progression. Knockdown of this enzyme has been shown to increase mitochondrial respiration and to attenuate tumor growth [51,52].

The MCM complex (DPiM #60, Figure 8C) functions as a replicative helicase. It unwinds duplex DNA and enables fork progression during DNA replication [53]. 

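The 6 established MCM transcripts, Mcm2, Mcm3, dpa (Mcm4), Mcm5, Mcm6 and Mcm7, had log2-fold changes from 3.467 for Mcm6 to 4.774 for Mcm3, with an average of 4.186, and each had an adjusted p under 0.05 in limma. With CG3430, which Figure 8 draws with them, the average over 7 members was 3.909 (limma's fry test of the set, adjusted p = 0.000701 over 6 complexes, 0.01663 with the replicate number as a block). Mcm3 (FBgn0024332, X from 5217881 to 5220771) had 1.238 ± 0.3887 FPKM (SD, n = 3) in control and 37.07 ± 12.38 FPKM (SD, n = 3) in brat. Mcm2 and Mcm5 averaged 1.156 and 1.157 FPKM in control, close to the threshold of 1 FPKM, where the ratio depends on few fragments and on the pseudocount. With a pseudocount of 1 instead of 0.1 the average of the set was 3.319. In the 7 transcripts every brat sample was above every control sample (exact permutation test for each, p = 0.1, the smallest that 3 samples against 3 allow). The paper's reported protein log2 changes are 1.767 for Mcm2, 2.029 for dpa, 1.868 for Mcm5 and 2.152 for Mcm7.

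**Figure D4:**
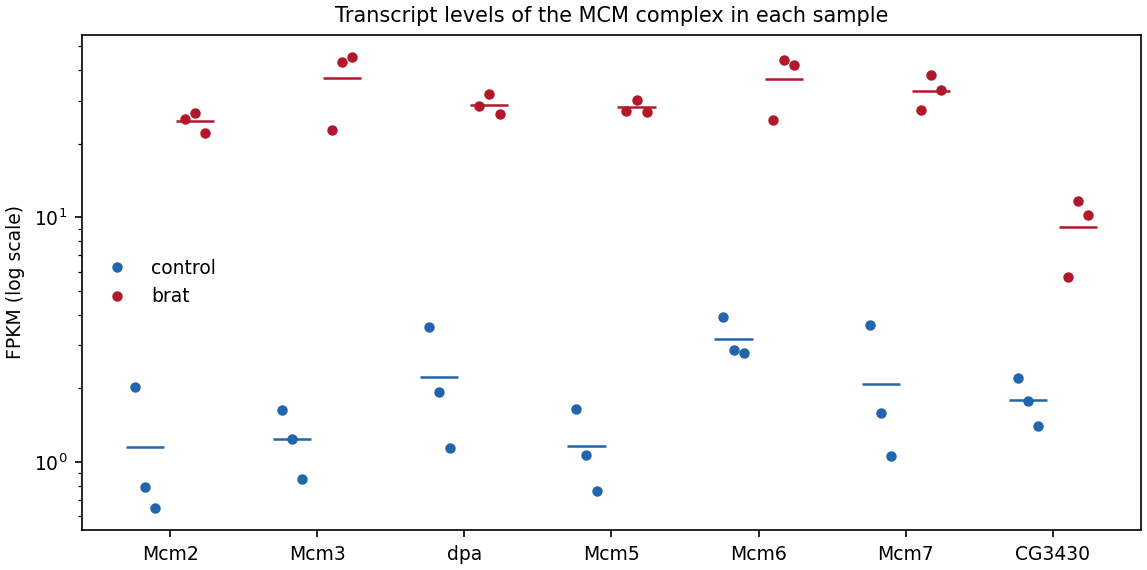
FPKM of the 7 MCM transcripts in each of the 3 control and 3 brat samples on a log scale, with a line at each mean. Every brat sample lies above every control sample of the same gene, and the control means lie between 1.156 FPKM for Mcm2 and 3.192 FPKM for Mcm6.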

We found all six complex members strongly upregulated both at the transcript level and at the protein level. Coaffinity purification identified an additional member of the MCM complex, the previously uncharacterized protein CG3430 [39]. Our data show the co‐regulation of CG3430 with the other six MCM complex members, hence supporting this assignment.

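CG3430 (FBgn0031875, 2L from 6957010 to 6959104) had 1.796 ± 0.4038 FPKM (SD, n = 3) in control and 9.172 ± 3.065 FPKM (SD, n = 3) in brat. Its log2-fold change was 2.25 (standard error 0.3332, adjusted p = 0.002476 from limma, 0.01555 with the replicate number as a block). Its average z difference to the 6 other MCM transcripts was 1.793. Among the 8413 expressed genes compared, 3.067% were at least as close to them (permutation p = 0.03067, adjusted p = 0.1227 over 8 candidate members). It was thus upregulated with the others, but to a smaller degree, and the closeness did not pass the threshold after adjustment. Requiring 1 FPKM in every sample, which drops the MCM transcripts under 1 FPKM in a control sample, moved the difference most, to 1.409 (permutation, adjusted p = 0.1011). Its protein value was not in the part of Additional file 6 analysed here. The paper counts co-regulation as support for the earlier assignment of CG3430 to the complex by coaffinity purification.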

The exosome complex (DPiM #41, Figure 8D) is required for 3’→5’ RNA processing and turnover [54]. All its subunits were upregulated; however, the upregulation was generally stronger on the mRNA level than on the protein level. 

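Each of the 9 exosome transcripts drawn in Figure 8 was upregulated, with an adjusted p under 0.05 in limma and every brat sample above every control sample. The log2-fold changes averaged 1.994 (SD 0.6139 over members), from 1.16 for Mtr3 to 3.096 for Csl4 (limma's fry test of the set, adjusted p = 4.976e-05 over 6 complexes, 0.0004058 with the replicate number as a block). Csl4 (FBgn0032346, 2L from 11122564 to 11123792) rose from 2.179 ± 0.374 FPKM (SD, n = 3) to 19.32 ± 2.479 FPKM (SD, n = 3). Quantile normalization between samples moved the average most, to 1.691. Proteins of these subunits were not in the part of Additional file 6 analysed here. From the stronger increase of mRNA than of protein and from co-regulation at the protein level only, the paper proposes that post-transcriptional mechanisms take part in regulating the exosome.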

Together with the observation that the exosome subunits are significantly co‐regulated at the protein but not the transcript level (Figure 7C), this suggests, that post‐transcriptional mechanisms might be involved in regulating exosome expression. It has been shown that the exosome interacts and co‐localizes with the essential elongation factor Spt6 at active chromatin, indicating that the exosome might exert its pre‐mRNA surveillance function co‐transcriptionally [55]. 

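Spt6 (FBgn0028982, X from 6161847 to 6169019) had 15.52 ± 0.4169 FPKM (SD, n = 3) in control and 23.06 ± 1.29 FPKM (SD, n = 3) in brat. Its log2-fold change was 0.5669 (standard error 0.1574, adjusted p = 0.02639 from limma, 0.05884 with the replicate number as a block). Its z was 0.3336, against an average of 1.754 over the 9 exosome members. Of the expressed genes, 32.6% were at least as close to the members as Spt6, whose average z difference was 1.421 (permutation p = 0.326, adjusted p = 0.4865 over 8 candidate members). The average difference of the median gene was 1.871, so Spt6 was closer than most genes, but not past the threshold. Leaving out samples put the difference between 1.304 and 1.478. Spt6 protein was not in the part of Additional file 6 analysed here. The paper takes the co-regulation of Spt6 with the exosome as evidence for their interaction.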

Our data support this interaction by demonstrating the co‐regulation of Spt6 with the exosome.

The TRiC/CCT complex (DPiM #32, Figure 8E) is an essential, ATP‐dependent chaperonin consisting of two identical stacked rings with eight paralogous subunits per ring. It interacts with about 10% of newly synthesized cytosolic proteins and prevents the accumulation of toxic aggregates [56,57]. Guruharsha *et al.* identified six of the eight known TRiC/CCT complex members plus three weakly connected proteins (CG3313, shd, viaf), whereas the remaining two core subunits, CCT *γ* and Tcp‐1 *ζ*, were assigned to the DPiM clusters #8 and #28, respectively [39]. According to our mRNA and protein data, however, the co‐regulation of CCT *γ* and Tcp‐1 *ζ* was most consistent with them belonging to the TRiC/CCT complex (Figure 8F). 

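Cctgamma (FBgn0015019, 3R from 12473311 to 12475700) had 17.02 ± 2.121 FPKM (SD, n = 3) in control and 60.26 ± 6.859 FPKM (SD, n = 3) in brat, a log2-fold change of 1.819 (adjusted p = 0.0006167 from limma, 0.007913 with the replicate number as a block). Tcp-1zeta (FBgn0027329, X from 15640659 to 15643006) had 27.18 ± 3.006 FPKM (SD, n = 3) and 126.8 ± 13.37 FPKM (SD, n = 3), a log2-fold change of 2.218 (adjusted p = 0.000331 from limma, 0.004983 with the block). The average z difference of Cctgamma to the 6 core TRiC/CCT members was 0.2515, and 0.3566% of the expressed genes were at least as close (permutation p = 0.003566, adjusted p = 0.02853 over 8 candidate members). For Tcp-1zeta it was 0.4062, and 6.514% were at least as close (permutation p = 0.06514, adjusted p = 0.1737), which did not pass the threshold. Leaving out samples moved the difference of Cctgamma to between 0.181 and 0.3158. Its closeness then no longer passed in 5 of the 6 fits (permutation, adjusted p from 0.07145 to 0.1527). Nor did it with limma's changes in place of ratios of means (permutation, adjusted p = 0.05325). From the co-regulation of transcripts and proteins, the paper finds that TRiC/CCT is the complex that matches both subunits best.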

For the three weakly associated proteins, we were not able to detect CG3313 nor shd, but viaf was co‐regulated with the other complex members. 

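The viaf transcript (FBgn0036237, 3L from 11984953 to 11986279) had 28.23 ± 5.99 FPKM (SD, n = 3) in control and 38.9 ± 3.996 FPKM (SD, n = 3) in brat. In limma it rose by a log2-fold change of 0.4763 (standard error 0.204, adjusted p = 0.1008 from limma, 0.1325 with the replicate number as a block). Its average z difference to the 6 core members was 1.408, and 36.49% of the expressed genes were at least as close (permutation p = 0.3649, adjusted p = 0.4865 over 8 candidate members). Every brat sample was above every control sample. Quantile normalization moved its log2-fold change to 0.3088. Leaving out samples put it between 0.3777 and 0.6435, past the threshold in 1 of the 6 fits (limma, adjusted p = 0.035). CG3313 had 5.211 ± 0.7005 FPKM (SD, n = 3) in control and 5.661 ± 0.23 FPKM (SD, n = 3) in brat, a log2-fold change of 0.1248 (adjusted p = 0.6519 from limma). Its average z difference to the core was 1.743, with 49.58% of genes at least as close. The shd transcript averaged 0.7683 FPKM in control and 0.2389 FPKM in brat, under the threshold of 1 FPKM, and was not tested. The paper counts viaf as co-regulated with the complex.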

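The 6 core TRiC/CCT transcripts drawn in Figure 8, Cct5, T-cp1, Tcp-1eta, CG7033, CG5525 and CG8258, were all upregulated with an adjusted p under 0.05 in limma. Their log2-fold changes averaged 1.896, from 1.408 for CG8258 to 2.477 for Cct5. Over the 8 tested members of the cluster, viaf and CG3313 included, the average was 1.497 (SD 0.8054 over members, limma's fry test of the set, adjusted p = 0.0004839 over 6 complexes, 0.01663 with the replicate number as a block). Cct5 (FBgn0010621, 2R from 8062281 to 8065039) rose from 33.56 ± 3.77 FPKM (SD, n = 3) to 193.4 ± 66.09 FPKM (SD, n = 3). Quantile normalization between samples moved the average of the set to 1.395, further than any other alternative. The paper's reported protein log2 changes are 0.65 for Cct5, 0.673 for T-cp1 and 0.6698 for Cctgamma. The paper sets this upregulation beside its earlier RNAi results in neuroblasts.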

Consistent with the upregulation of the TRiC/CCT complex in brain tumors, we have previously shown that tissue‐specific knockdown of subunits by RNAi leads to under‐proliferation or death of neuroblasts [58].

The TRiC/CCT complex is recruited to nascent chains by the multisubunit chaperone complex prefoldin (DPiM #42, Figure 8G) allowing co‐translational folding of proteins [57]. Three new subunits have been proposed for the prefoldin complex: CG8617, CG9542 and CG10252 [39]. 

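The 6 established prefoldin transcripts rose by 0.8264 on average on the log2 scale, from 0.4205 for CG13993 to 1.748 for FBgn0010741, and 2 of them had an adjusted p under 0.05 in limma. For the 8 tested members drawn in Figure 8 the average was 0.5803 (SD 0.6985 over members, limma's fry test of the set, adjusted p = 0.03821 over 6 complexes, 0.01663 with the replicate number as a block). Quantile normalization between samples moved the average furthest, to 0.4013 (limma's fry, adjusted p = 0.05143). With the flow cell as a covariate the average was 0.5699 and no longer passed the threshold (limma's fry, adjusted p = 0.1934). CG9542 (FBgn0031821, 2L from 6487562 to 6488615) had 38.33 ± 6.017 FPKM (SD, n = 3) in control and 23.17 ± 5.879 FPKM (SD, n = 3) in brat. Its log2-fold change was -0.7459 (standard error 0.2459, adjusted p = 0.04703 from limma, 0.0722 with the block). CG8617 had 11.53 ± 3.966 FPKM (SD, n = 3) in control and 15.17 ± 2.619 FPKM (SD, n = 3) in brat, a log2-fold change of 0.4295 (adjusted p = 0.2422 from limma). CG10252 had 0 FPKM in all 6 samples. Of the expressed genes, 80.61% were at least as close to the 6 established members as CG9542 and 22.39% as CG8617 (permutation, adjusted p = 0.8061 and 0.4479 over 8 candidate members). From the missing proteins and the opposite change of CG9542, the paper proposes that these are not integral subunits in adult female heads.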

We were not able to identify CG8617 nor CG10252 on the protein level, and CG9542 exhibited a strong downregulation unlike the behavior of the established complex members. Therefore, we propose that these prefoldin interaction partners are cell‐type‐specific subunits of the complex and are most likely not an integral part of the prefoldin complex in adult female fly heads.

Taken together, we have shown that co‐regulation data at the mRNA level and at the protein level provide valuable additional information for protein‐complex assignment, especially if protein‐complex data is to be used for different experimental systems.

## Conclusions

We have compiled a comprehensive data set of tissue‐specific expression changes that occur in a tumor model both on the transcriptome and on the proteome level (Additional file 6). In our integrative analysis we use this data set and demonstrate the impact of post‐transcriptional gene regulation for different biological processes and protein complexes.

To achieve iTRAQ quantification for 70% of all expressed protein‐coding genes in a complex tissue, we employed: (1) digestion with two proteases to produce largely non‐overlapping peptides, (2) high‐resolution chromatography and fractionation to reduce sample complexity and (3) different mass spectrometry fragmentation techniques to obtain optimal quantitative information. This protocol is in principle applicable to clinical samples, since it does not require *in vivo* labeling. Our data set covers 86% of the expressed proteins in the *Drosophila* head annotated to distinct biological pathways (Figure 3C).

At the global level, we provide evidence for a general regulatory function of the transcript UTRs, that is, shorter 3’ and 5’ UTRs lead to increased protein upregulation. This finding indicates that regulatory elements in the UTRs ensure proper protein expression control and that transcripts with longer UTRs are less prone to misexpression, potentially due to the dampening presence of binding sites for RNA‐interacting proteins or miRNAs.

Overall, alterations in transcript and protein expression are well correlated. However, distinct biological processes show highly different correlations. This suggests that post‐transcriptional regulation strongly affects some processes like transcription whereas other processes like nucleotide metabolism are barely affected (Figure 5). The differential effects of post‐transcriptional regulation in wild‐type and tumor tissue should be taken into account when analyzing transcriptome data and, in addition, might offer new directions for targeted tumor treatment.

By integrating our data set with protein‐complex information [39], we have compiled one of the first systems‐level networks for the dynamics of protein complexes (Figure 6). By statistically investigating the co‐regulation of protein‐complex subunits we show that complex stoichiometry is ensured by both transcriptional and post‐transcriptional contributions, and that co‐regulation on the protein level is more stringently controlled than on the mRNA level. The function of many complexes critically depends on the proper stoichiometric presence of all subunits, and the consequences of the misexpression of any one subunit can range from wasting energy to dominant negative effects and diseases. Therefore, this two‐tiered mechanism is important for controlling the relative abundance of protein‐complex subunits. Surprisingly, however, we find that only a small fraction of protein‐complex subunits is co‐regulated in the *Drosophila* brain suggesting that complexes exhibit high degrees of context‐dependent dynamics.

The analysis of our integrative network shows that several protein complexes are consistently deregulated in tumors, and we find preliminary evidence for alterations reminiscent of the Warburg effect (Figure 8B). We provide examples for which the co‐regulation of potential protein‐complex subunits contributes valuable additional information for assigning subunits to the correct complexes. Since large‐scale protein interaction analyses are usually performed in cell culture systems, our approach could be used to re‐evaluate this information in a tissue‐specific context.

In summary, besides providing a valuable resource for further system‐wide studies and quantitative biology, our data offers novel insights into characteristic alterations of tumor gene expression and post‐transcriptional gene regulation.

## Materials and methods

### Sample preparation

All *Drosophila* stocks were maintained and crossed at 22°C according to standard procedures. The *brat* allele *brat*^*k*06028^ was acquired from the Bloomington *Drosophila* Stock Center (Indiana) and balanced over *CyO*, *P{hs‐hid}* to allow us to select homozygous mutant offspring using a heat shock. For transcriptome and proteome analysis, adult female flies that were 1 to 3 days old were collected manually (wild‐type control and *brat*^*k*06028^). Flies were transferred into 15 ml conical tubes and snap‐frozen in liquid nitrogen. Heads were separated by vigorously shaking and vortexing the tubes for 30 s and then applying the mixture to a stack of sieves (800, 590, 355 µm mesh openings) submerged in liquid nitrogen. The isolated heads were transferred into microfuge tubes and stored at −80°C for further analysis. Fly heads were ground to a powder using a mortar and pestle cooled with liquid nitrogen.

### Transcriptome sequencing

Total RNA was isolated from adult fly heads by TRIzol purification (Invitrogen), and genomic DNA was removed using gDNA eliminator columns from the RNeasy Mini Kit (Qiagen) following the manufacturer’s instructions. RNA quality was assessed by spectrophotometry (NanoDrop, Thermo Fisher Scientific) and on a Bioanalyzer (Agilent). The RNA was enriched for poly(A)+ mRNA (Dynabeads mRNA purification kit, Invitrogen), fragmented and subjected to first‐strand cDNA synthesis (based on a protocol by [59]). After second‐strand cDNA synthesis, double‐stranded cDNA was purified and quantified. The library was prepared using a modified protocol from Illumina with NEBNext DNA sample Prep Reagent kits (NEB). Double‐stranded cDNA was end‐repaired, poly(A) was added and adapters were ligated to DNA fragments. After size selection (200 to 600 bp), and UDGase‐treatment for strand specificity, adapter‐modified DNA fragments were enriched by PCR. Next, 76‐base paired‐end sequencing was performed on a Genome Analyzer IIx (Illumina).

The strand‐specific paired‐end reads were screened for ribosomal RNA by alignment (maximum of three mismatches) against known rRNA sequences (RefSeq) using Bowtie [60]. The insert statistics were estimated by aligning the remaining reads uniquely to the transcriptome and calculating the mean insert length and standard deviation. The rRNA‐subtracted paired‐end reads were aligned with TopHat [61] against the *Drosophila melanogaster* genome (release 5). Introns of 30 to 150,000 bp were allowed based on FlyBase statistics. Maximum multihits was set to 1, and microexon‐search was enabled. Additionally, a gene model was provided as gene transfer format (GTF) file (Ensembl BDGP5.25.60). Aligned reads in valid pairs were subjected to FPKM estimation using Cufflinks [62,63]. Bias detection and correction were performed in this step. Furthermore, only those fragments compatible with Ensembl annotation (BDGP5.25.60) were allowed and counted towards the number of mapped hits used in the FPKM denominator.

The transcriptome data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE51412.

### Protein digestion and peptide iTRAQ labeling

Fly‐head powder was resuspended in 8 M urea/0.1 M triethylammonium bicarbonate (TEAB) and centrifuged to remove insoluble material. Proteins in the supernatant fraction were precipitated by the addition of ice‐cold acetone and incubated at −80°C overnight. After centrifugation, pellets were resuspended in iTRAQ dissolution buffer (0.5 M TEAB) containing 1% RapiGest (Waters), and the protein concentration was determined using the BCA Protein Assay Kit (Pierce). Cysteine residues were reduced and alkylated using tris‐(2‐carboxyethyl)phosphine (TCEP) and methyl methanethiosulfonate (MMTS) according to the instructions for the iTRAQ labeling kit (Applied Biosystems). Samples were digested with trypsin or LysC at 37°C for 16 h and labeled separately with iTRAQ 4‐plex reagents according to the manufacturer’s instruction, using 100 µg peptides for each label. A duplicate labeling strategy was pursued, that is, each sample was labeled with two different tags.

### Two‐dimensional fractionation of labeled peptides

Labeled peptides from four samples were combined, acidified with formic acid (FA), lyophilized, resuspended in 5 mM sodium phosphate buffer (pH 2.7) containing 15% acetonitrile (ACN), and injected onto a Polysulfoethyl‐A 3 µm (PolyLC), 25 cm × 1 mm inner diameter (i.d.) column. Separation was performed on an UltiMate nano LC system (Dionex, Thermo Fisher Scientific) at a flow rate of 50 µl/min using the following gradient: 20 min 100% A, followed by a linear gradient to 10% B/50% C in 80 min, 25% B/50% C in 10 min, 50% B/50% C in 5 min and maintained for a further 15 min, then within 5 min to 100% A for column re‐equilibration (A: 5 mM sodium phosphate buffer, 15% ACN, pH 2.7; B: 5 mM sodium phosphate buffer, 0.5 M NaCl, 15% ACN, pH 2.7; C: 5 mM sodium phosphate buffer, 15% ACN, pH 6.0). One‐minute fractions were collected and fractions with a low peptide content were pooled. Samples were concentrated in a vacuum centrifuge concentrator to remove ACN and diluted in 0.1% trifluoroacetic acid (TFA). Reversed phase separation was performed on an UltiMate 3000 RSLCnano high performance liquid chromatography (HPLC) system (Dionex, Thermo Fisher Scientific). After injection, samples were concentrated and desalted on a trapping column (AcclaimPepMap 3 µm, 100 Å, 2 cm × 75 µm i.d.) using 0.1% TFA at a flow rate of 5 µl/min as a loading solution, and then separated on an analytical column (AcclaimPepMap 2 µm, 100 Å, 25 cm × 75 µm i.d.) using a linear gradient from 2% to 25% B in 175 min, then to 90% B in 5 min, maintained for 5 min, then within 2 min to 100% A for column re‐equilibration (A: 2% ACN/0.1% FA; B: 80% ACN/10% trifluoroethanol/0.08% FA) at a flow rate of 275 nl/min. The HPLC was directly coupled online to a LTQ‐Orbitrap Velos instrument (Thermo Fisher Scientific) via a nanoelectrospray source (Proxeon, Thermo Fisher Scientific).

### Shotgun mass spectrometry

The LTQ‐Orbitrap Velos instrument was operated in positive ionization mode. The source voltage was set to 2.0 kV, transfer tube temperature was 250°C and the S‐lens radio frequency (RF) level was set to 68%. A mass spectrometry (MS) survey scan was performed in the Orbitrap from a mass‐to‐charge ratio (*m*/*z*) of 350 to 2,000 at a resolution of 60,000. The automatic gain control (AGC) target value was set to 1,000,000 ions and the maximum fill time was 500 ms. The lock mass option was enabled using the dimethylcyclosiloxane background ions (protonated [(CH_3_)_2_SiO]_6_; *m*/*z*=445.120025) for internal calibration. The MS survey scan was followed by 12 data‐dependent scans.

The six most abundant ions excluding singly charged ions were selected for fragmentation. For each selected precursor ion, two tandem mass spectra were obtained: one spectrum was acquired in the ion trap for maximum sensitivity of identification and the other spectrum was acquired in the Orbitrap at a resolution of 7,500 (AGC target 100,000, maximum fill time 250 ms) for precise quantification. The strategy is analogous to the previously described method, which combined a CID spectrum acquired from the ion trap with a HCD spectrum acquired from the Orbitrap [28]. However, for samples digested with trypsin a CID spectrum was recorded in the ion trap, while for samples digested with LysC an ETD spectrum was recorded using the ion trap. For CID spectra, the AGC target was set to 6,000 ions, maximum fill time was 200 ms, activation time was 10 ms, normalized collision energy was 35%, and multistage activation was activated using the following neutral loss *m*/*z* list: 32.6, 49.0 and 98.0. For ETD spectra, the AGC target was set to 10,000 ions, maximum fill time was 200 ms, supplemental activation was enabled, and the reaction time was set to 120 ms for doubly charged precursor ions and 80 ms for triply charged precursor ions, reduced in a charge‐dependent manner for higher charged precursor ions. Reagent ion target was 300,000 ions with a maximum fill time of 80 ms for ETD, and the reagent ion source chemical ionization (CI) gas pressure was tuned whenever indicated to ensure adequate fluoranthene signal. For HCD spectra, a stepped collision energy was employed with two steps at 42% and 58% normalized collision energy to permit both identification and quantification.

To fragment peptides close to the apex of the elution signal, the chromatography feature was activated using a correlation of 0.8 and an expected peak width of 10 s. In all cases, one microscan was recorded. The isolation window was 2.4 *m*/*z* for spectra recorded in the ion trap and 1.6 *m*/*z* for spectra recorded in the Orbitrap to minimize interference with iTRAQ quantification by precursor ions with similar *m*/*z*. To avoid oversampling, the *m*/*z* values of precursor ions selected for fragmentation were subsequently excluded for 180 s using a dynamic exclusion window of ±5 ppm, with the early expiration feature deactivated. Database searches were performed on both ion trap and Orbitrap tandem mass spectra for identification while quantification was based on iTRAQ reporter ions extracted from Orbitrap tandem mass spectra. Measurements were started with SCX fractions separated from one another by 10 min of elution time during strong cation exchange separation. Subsequently, adjacent SCX fractions were measured using exclusion lists of peptides identified in adjacent SCX fractions to maximize proteome coverage. The exclusion lists were based on a retention time window of 2 min before and 4 min after the retention time of the peptide identified in the adjacent SCX fraction, the exact theoretical *m*/*z* of the identified peptide and a tolerance window ±7.5 ppm. To make efficient use of the exclusion lists, monoisotopic precursor selection was enabled and preview mode was deactivated.

The mass spectrometry proteomics data have been deposited with the ProteomeXchange Consortium [64] via the PRIDE partner repository [65] with the data set identifier PXD000478.

### Data analysis

Data generated by LC‐MS/MS analysis were searched against a database containing a translation of all open reading frames in FlyBase (r5.25) [66] and common contaminants, concatenated to a reversed decoy database so that the FDR could be estimated using the target‐decoy strategy [67]. Proteome Discoverer (version 1.3.0.211, Thermo Fisher Scientific) was used as a search engine interface for Mascot [68], Sequest [69], X!‐Tandem [70] and ZCore [71]. Oxidation of methionine was set as dynamic modification, and methylthio (C) and iTRAQ4plex label (K, N‐terminus) as static modifications. The minimal peptide length was set to seven amino acids, and a maximum of two missed cleavages was allowed for trypsin‐ and LysC‐digested samples. To allow for an integrative analysis of transcriptome and proteome data, protein level changes were determined using only peptides that mapped unambiguously to one gene. Peptides that could be derived from proteins encoded by different gene models (‘shared peptides’) were excluded [72]. Furthermore, only peptides that showed less than a twofold difference between duplicate iTRAQ channels were included in the analysis. Peptide identifications from different search engines were combined using a modified version of the combined FDR score [73]. Reporter ion intensities were corrected for isotope impurities in the iTRAQ labels. To account for the error structure and stabilize the variance of the reporter ion intensities, a variance stabilizing transformation was applied [74]. Protein ratios were calculated as the 20% trimmed mean from the median‐centered peptide ratios [74]. Proteins were filtered for a maximum FDR of 5% [75].

### Selected reaction monitoring assays

To validate iTRAQ quantification using an independent label‐free method, SRM assays were performed on selected proteins. Suitable peptides were selected from either the iTRAQ data set or the Peptide Atlas [76] or were predicted *in silico*. The selection process was aided by MRM Pilot Software (AB Sciex). In addition, three peptides each from four different proteins (fructose‐bisphosphate aldolase [UniProt:P07764], heat shock protein 70 kDa [UniProt:P11147], enolase [UniProt:P15007] and phosphoglycerate kinase [UniProt:Q3KN29]) that were found unregulated in the iTRAQ data set were used to normalize the runs from wild‐type and *brat* samples. Unlabeled protein extracts were separated by one‐dimensional reversed‐phase nanoHLPC on an Ultimate 3000 (Thermo Fisher Scientific). Samples were loaded onto a trapping column (PepMap C18, 5 µm, 100 Å, 5 mm × 0.3 mm i.d.) using 0.1% TFA at a flow rate of 20 µl/min and desalted for 20 min. Peptides were separated on a 250 mm × 75 µm i.d. analytical column (PepMap C18, 3 µm, 100 Å) at a flow rate of 300 nl/min by applying the following gradient: in 130 min from 0 to 100% B, in 30 min to 100% C, held for 5 min at 100% C before re‐equilibration with 100% A (A: 5% ACN, 0.1% FA; B: 30% ACN, 0.1% FA; C: 80% ACN, 10% 2,2, 2‐trifluoroethanol, 0.08% FA). The nanoLC was directly coupled to a QTRAP4000 hybrid triple quadrupole/linear ion‐trap instrument (Applied Biosystems). Transitions were validated via MS2 spectra and the best two to three transitions per peptide were selected for quantification. Peptides that could not be verified by MS2 were synthesized in‐house on a Syro Peptide Synthesizer (MultiSyntech) and used as standards to determine retention time and optimal transitions. For quantification runs, 2 µg of unlabeled protein extract was injected and the mass spectrometer was operated in SRM mode without acquisition of MS2 spectra. Transitions were monitored either with a fixed dwell time of 100 ms for candidate proteins and 50 ms for normalization peptides, or by scheduled SRM. Peak area integration was done with the MultiQuan 1.0 software (Applied Biosystems).

### Bioinformatics

All statistical analyses were performed using the R programming language [77]. Primary sequence features like codon adaptation index, molecular weight and isoelectric point were calculated using EMBOSS applications [78]. Hydrophobicity was calculated according to [79]. For every gene, the longest FlyBase‐annotated 5’ UTR, coding sequence and 3’ UTR were used. The hypergeometric test was applied for KEGG enrichment analysis and corrected for multiple testing.

To determine if the correlations between transcript and protein level changes for different biological pathways were significantly different from the global correlation, random sampling experiments were performed with the sample size matching the number of proteins quantified in each pathway. For every pathway, a skew‐normal distribution was fitted to the Spearman correlation coefficient distribution of 10,000 random samples and the *P* value was estimated [80].

To control for the different spread of regulation in different pathways on the transcript or protein level, the gene list was rank‐ordered according to transcript or protein level change, respectively, and random samples were drawn out of the 20 closest neighbors of each gene in the pathway under investigation, thereby maintaining the pathway‐specific range of regulation. The correlation coefficients of 10,000 random samples were calculated and a skew‐normal distribution was fitted to estimate the *P* value.

Transcript and protein level changes were expressed as log_2_‐fold changes and *z*‐transformed. For co‐regulation analysis, transcript and protein *z* values were quantile normalized. Co‐regulation between two genes *A* and *B* was expressed as the absolute difference between their normalized *z* values *d*_*A*−*B*_, with small values indicating co‐regulation. This value measured the co‐regulation of complex subunits irrespective of their stoichiometric composition. We define a protein complex as consisting of at least three different subunits, and we distinguish two categories of protein–protein interactions: random protein pairs that generally do not interact and interacting proteins that are members of the same protein complex.

## List of abbreviations

ACN, acetonitrile; AGC, automatic gain control; bp, base pair; CDS, coding sequence; CID, collisional‐induced dissociation; DPiM, *Drosophila* protein interaction map; eIF3, eukaryotic initiation factor 3; ETD, electron transfer dissociation; FA, formic acid; FDR, false discovery rate; FPKM, fragments per kilobase of transcript per million mapped fragments; HCD, higher energy C‐trap dissociation; iTRAQ, isobaric tag for relative and absolute quantification; KEGG, Kyoto Encyclopedia of Genes and Genomes; LC‐MS/MS, liquid chromatography‐tandem mass spectrometry; MCM, minichromosome maintenance complex; miRNA, microRNA; PCR, polymerase chain reaction; rRNA, ribosomal RNA; SCX, strong cation exchange; SRM, selected reaction monitoring; TEAB, triethylammonium bicarbonate; TRiC/CCT, TCP‐1 ring complex or chaperonin‐containing TCP‐1 complex; UTR, untranslated region.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

CJ and JAK conceived the project. CJ performed most of the experiments and analyzed the data. ID and PP generated the proteomics data. HH generated the transcriptome data. GA and KM designed and supervised the mass spectrometry experiments. RS developed the chromatography procedure. CJ and JAK wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1.** iTRAQ reproducibility. (A) Technical reproducibility of iTRAQ protein quantification. (B) Technical reproducibility between iTRAQ and label‐free SRM protein quantification. Error bars indicate standard deviations. (C) Reproducibility of protein level changes between biological replicates measured with SRM and iTRAQ. Error bars indicate standard deviations. (D) Venn diagram showing the number of quantified unique peptides in the trypsin‐ and LysC‐digested samples. The samples were largely complementary: only 16% of the quantified peptides were identical. (E) Venn diagram showing the number of quantified proteins from the trypsin and LysC samples. This shows that 75% of the proteins were quantified in both samples. (F) Correlation of iTRAQ protein quantification using either trypsin‐ or LysC‐digested samples. Click here for file

Additional file 2 **Figure S2.** Analysis of proteome coverage. For each bin the number of annotated (dark gray), expressed (light gray) and quantified proteins (white) are shown together with the percentage of quantified proteins (red). (A) Proteome coverage is higher for proteins predicted by the codon adaptation index to be more abundant. The blue line indicates the percentage of quantified proteins from all annotated protein. (B) Proteome coverage is higher for larger proteins. (C) Proteome coverage is lower for very hydrophobic proteins. (D) Proteome coverage is higher than 60% for all isoelectric points. Click here for file

Additional file 3 **Figure S3.** Correlation of protein level change with transcript abundance. Correlation of protein level change with transcript abundance in (A) wild‐type and (B) *brat* samples. Click here for file

Additional file 4 **Cytoscape protein interaction network.** Cytoscape file containing log_2_‐fold expression changes on mRNA and protein levels combined with DPiM protein interaction data. The centers of the nodes indicate protein expression changes and the borders of the nodes mRNA expression changes. Blue represents downregulation, red represents upregulation and the color intensity is proportional to the level of regulation. Transcripts and proteins not quantified are shown in gray. Protein interactions are depicted as light green lines and their thickness is proportional to the interaction strength. Click here for file

Additional file 5 **Figure S5.** Complex co‐regulation. Protein‐complex co‐regulation on the mRNA level. Transcripts encoding subunits of annotated protein complexes (red) are significantly more co‐regulated than random pairs (green). Click here for file

Additional file 6 **Data set of transcriptome and proteome changes.** Complete data set of transcript and protein quantification data, containing FlyBase gene number, gene name, protein level change (log_2_‐fold change), standard deviation of log_2_ protein level change, number of quantified spectra, transcript level change (log_2_‐fold change), *brat* FPKM, control FPKM, standard deviation of *brat* FPKM and standard deviation of control FPKM. Since a double‐labeling approach was performed, each quantified spectrum contains two reporter ions from both *brat* and control samples. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

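The deposited data are mRNA sequencing results from heads of adult female flies, with 3 wild-type control and 3 brat samples. The authors removed rRNA reads, aligned the reads with TopHat to release 5 of the Drosophila genome and quantified genes with Cufflinks. The deposited values are in FPKM, corrected for fragment bias, with a 95% interval for each value and without further normalization between samples. Read or fragment counts are not in the files analysed here, so the depth of each sample is unknown, no binomial interval was derived from it, and tools for counts were not used. The median half-width of Cufflinks' interval was 8.599% to 12.88% of the FPKM over the genes expressed in both genotypes, and 26.04% to 36.52% for genes with 1 to 2 FPKM.

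The authors also supplied Additional file 6, of which a part covering 1993 genes of the files was available. This part follows the order of FlyBase gene numbers and is not a random sample of genes. In it the authors give protein changes as log2 ratios of brat to control with their SD and number of spectra, and transcript levels in FPKM. The protein data themselves were not analysed here, and the paper's protein values were used as given.

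Each gene had a single row, and the 13639 protein-coding genes were kept. A gene counted as protein-coding unless a later Ensembl annotation listed it as non-coding. For genes absent from that annotation, the symbol decided. A gene counted as expressed in both genotypes when its average was at least 1 FPKM in control and in brat, as in the paper. Ratios of mean FPKM were log2-transformed and z-transformed over these 8419 genes. Differences between genotypes were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment and a threshold of 0.05. Complexes were tested as sets with limma's fry and adjusted over 6 complexes. Other tests were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Co-regulation was the average absolute z difference over member pairs, compared with 100000 random sets of genes. Correlations across genes were tested with 100000 permutations, and categories with 10000 random samples of genes. Fisher's exact test was used for counts of genes, and exact permutation tests for single genes, where 3 samples against 3 cannot give a p under 0.1. A candidate member was placed by the share of expressed genes at least as close to the members of its complex, adjusted over 8 candidates.

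The genes named are all genes that the paper names or draws in Figure 8, brat itself, and the 5 most upregulated and 5 most downregulated genes by limma among those with an adjusted p under 0.05 and all brat samples on the same side of all control samples. They number 71, of which 69 were expressed in both genotypes and tested. KEGG categories and the full list of complexes were not in the files analysed here. Symbol lists written before the files were opened replaced the categories, and the members drawn in Figure 8 stood for the complexes, so the test of all complexes was left out.

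The samples of the 2 genotypes carry the same replicate numbers. Whether these are pairs was tested by correlating, across genes, the deviations of samples from their genotype means. The average correlation was -0.1018 for the 3 pairs with the same number and 0.06222 for the other 6, and the main model held the genotype only. Pairs with the same number never shared a flow cell, so this check does not isolate pairing. With the replicate block, 1847 transcripts were upregulated and 743 downregulated, against 2134 and 1119 without it. The flow cell, read from the names of the deposited files, was used as a covariate in another alternative. Further alternatives were pseudocounts of 1 and 0.01, quantile normalization between samples, eBayes without a trend, other filters on low FPKM, limma's changes in place of ratios of means, a Kolmogorov-Smirnov test for co-regulation, a narrower kernel for the density, proteins with at least 5 spectra, and leaving out each sample in turn.

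The procedures were tested on simulated data. In 10 simulations of 8419 genes with 200 changed genes each, the limma fit recovered 70.3% of the genes changed by 2 on the log2 scale and 20.4% of those changed by 1, and 6.01% of its calls were unchanged genes. The data had far more changed genes, with 3253 called, so these shares need not hold there. The co-regulation test called 4.5% of random sets and 100% of co-regulated sets at a p under 0.05. The co-regulated sets were simulated with a single narrow spread. Their result does not show whether the test would find complexes with a wider spread, such as those that did not pass. The permutation test of the Spearman correlation called 6.5% of unrelated pairs, the random sampling of categories 5.5% of random subsets, and the test of medians 3.5% of random sets.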

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

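Outside the genes that the paper analyses, 383 protein-coding genes had an average of at least 1 FPKM in brat and under 1 FPKM in control. They drew attention as a signal in data that the paper filtered out. Their control means had a median of 0.548 FPKM and their brat means a median of 3.163 FPKM. In 317 of them every brat sample was above every control sample, and 77 had a brat mean of at least 10 FPKM. If spread around the threshold were the source, most were predicted to have a ratio of means under 2. Instead, 348 had a brat mean at least 2 times the control mean. The genes were chosen for a brat mean above the control mean, and ratios in other splits were not computed. The ratio alone therefore cannot exclude spread. Of the 10 splits of the 6 samples into 3 and 3, only 1, the real one, gave as many genes with 1 FPKM in a single group, and the largest number in another split was 219. The other splits mixed the genotypes, so their numbers do not show what unchanged samples would give. With 10 splits the share cannot go under 0.1, so the splits alone cannot rule out a chance split. Adding the genes that reached 1 FPKM in a single genotype raised limma's upregulated transcripts from 2134 to 2444. The added calls argue against a chance split for the genes they cover. Of 7 detected neuroblast markers, 3 were among these genes (Fisher's exact test against all detected genes, p = 0.002235), which is consistent with more neuroblasts in the tumor heads. In each of the 7 markers, every brat sample was above every control sample. All 3 predictions were written after the number of genes had been seen. The paper describes large neuroblast tumors in the brains of surviving adult mutants. How far a larger number of neuroblasts accounts for these 383 genes remains a hypothesis.

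The non-coding RNA roX1 (FBgn0019661, X from 3752929 to 3756720) averaged 52.65 FPKM in brat and 1.054 FPKM in control. It is flagged as a signal in non-coding genes, which the paper does not discuss. The brat samples had 89.23, 33.74 and 34.98 FPKM and the control samples 1.306, 0.5397 and 1.317 FPKM (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). By log2 ratio it ranked 7 among 133 non-coding genes with at least 1 FPKM in a sample, of which 24 had every brat sample above every control sample. Since roX1 is known as a male-specific RNA, male heads among the brat samples are a candidate explanation. The other RNA of the list, roX2, had 0 FPKM in all brat and all control samples, so it does not settle the question. None of the 9 protein-coding male markers reached 1 FPKM in brat, where the highest mean was 0.3875 FPKM, against 0.3868 FPKM in control. These are genes of testis, sperm and accessory gland, and nothing in the files analysed here shows that they are expressed in male heads. Their low level therefore does not bear on male heads, and the roX1 signal cannot be told apart from male heads. Both predictions were written after roX1 had been seen. Reads from overlapping genes and differences between the stocks were not tested, so no explanation can be singled out.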

How the results depend on the processing

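The alternatives for the planned results were written before the processed files arrived. The average of control 1 with the mean of controls 2 and 3, the candidate distances, the pooled co-regulation, the percents of proteins and expressed genes, and their alternatives were chosen after seeing the data. Of 35 headline results, 23 were unchanged under every alternative, as were 294 of 328 headline rows.

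The filter on low values moved the correlation of control and brat to 0.7884 with 1 FPKM in at least 1 genotype and to 0.8947 without a filter, and the transcripts with z below -2 to 124 and 264. The first filter adds genes that pass in a single genotype, and its absence also adds genes low in both. Why the correlation fell with the first and rose with the second was not tested. With 1 FPKM required in every sample, 92.63% of proteins had an expressed transcript and 77.54% of expressed genes a protein value.

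With the replicate block, 743 transcripts were downregulated, and ATP synthase, at -0.6691, no longer passed the threshold (adjusted p = 0.1104). The block uses up degrees of freedom. The pairing check (-0.1018 for the same number) gave no sign of shared variation, but it is confounded with the flow cell. For prefoldin the p of limma's fry fell with the block, from 0.03821 to 0.01386, while it rose for the other complexes. Whether the block removes shared variation is therefore open. Quantile normalization gave 1932 downregulated transcripts, -0.5302 for ATP synthase and 0.4013 for prefoldin, the last 2 no longer past the threshold, and it reversed CG3313 (-0.2178) and ImpL3 (-0.2015). It forces equal distributions on samples whose modal FPKM differed, which could explain the shift towards decreases. With the flow cell as a covariate, eIF3 (0.8356) and prefoldin (0.5699) no longer passed, and ImpL3 reversed (-0.2521). Only 6 samples carry 3 flow cells, so few degrees of freedom remain. Other results grew clearer with this covariate. ATP synthase (-0.7444) had an adjusted p of 0.01506 instead of 0.03821 in limma's fry. Of 69 named genes, 6 were stronger, 2 weaker and 1 reversed. With the Kolmogorov-Smirnov test, exosome transcripts passed (D = 0.265). That test counts 36 pairs of 9 members as independent and compares whole distributions instead of averages. Which of these made the difference was not tested.

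Across the 6 fits that each left out 1 sample, downregulated transcripts numbered 514 to 1274 (514 to 718 where the count moved). ATP synthase ranged from -0.8193 to -0.4654 (no longer past the threshold between -0.8154 and -0.5414) and prefoldin from 0.4446 to 0.6909 (between 0.4901 and 0.6598). MCM co-regulation ranged from 0.9228 to 1.207, and the last value, without control 1, reversed, with Mcm2 and Mcm5 under 1 FPKM. The translation correlation ranged from 0.3202 to 0.4477 (past the threshold from 0.3202 to 0.3937) and the nucleotide correlation from 0.8271 to 0.8758 (past it at 0.8617 and 0.8706). With controls 2 and 3 averaged before control 1, chosen after seeing the data, these correlations were 0.3908 and 0.8757, both past the threshold. CG13993 ranged from -0.05259 to 0.7117 and reversed without control 3. ImpL3 ranged from -0.2498 to 0.7644 and reversed without control 2 (-0.02756), brat 2 (-0.2409) and brat 3 (-0.2498). Without brat 1, at 0.7644, ImpL3 passed the threshold as upregulated (adjusted p = 0.03522). The distance of CG3313 to TRiC/CCT, 1.743 against a median gene's 1.753, crossed over without control 2 (1.73), brat 2 (1.693) and brat 3 (1.729), and with controls 2 and 3 averaged first (1.734).

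For named genes, 692 of 754 rows were unchanged, with 37 weaker, 18 stronger and 7 reversed. For candidate distances, 62 of 72 were unchanged, with 6 weaker and 4 reversed. All the weaker ones were of Cctgamma, the only candidate past the threshold in the main setting. It failed in 5 of the 6 fits that left out a sample (permutation, adjusted p from 0.07145 to 0.1527). With limma's changes it failed too (permutation, adjusted p = 0.05325). Mcm2, Mcm5, polo, Ote and tum had no fit without control 1, since their control averages fell under 1 FPKM. Without counts, the depth cannot be stated. Near 1 FPKM, where Cufflinks' half-widths reach 36.52%, it limits the size of large fold changes.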

Differences from the paper's values

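For the correlation of transcript and protein change over all genes, the paper's value is 0.61, and the value here is 0.6489 over the 1173 genes of the available part of Additional file 6. That part follows the order of FlyBase gene numbers and is not a random sample. Whether the choice of genes explains the gap was not tested. Of the alternatives set before the files arrived, the value came within the SD of the paper's when 1 FPKM was required in every sample (0.6432) and without control 2 (0.6417), control 3 (0.6384), brat 2 (0.6392) or brat 3 (0.6389). It did not with limma's changes (0.6526), with at least 5 spectra (0.7007), with the Pearson correlation (0.6479), without control 1 (0.6486) or without brat 1 (0.6484). With controls 2 and 3 averaged before control 1, chosen after seeing the values, it was 0.6445 and also within the SD.

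For the correlation of wild-type transcript abundance with protein change, the paper's value is -0.29 and the value here -0.3279. None of the alternatives set before the files arrived closed the gap, and the values ranged from -0.3303 to -0.3206 when samples were left out. For energy metabolism the paper's value is 0.23 and the value for the oxidative phosphorylation list here is -0.193, and for nucleotide metabolism the paper's value is 0.75 and the value here is 0.8656. For nucleotide metabolism no alternative closed the gap. For energy metabolism the value came within its SD between samples (0.3066) of the paper's without brat 2 (-0.06667) and without brat 3 (-0.02982). It stayed negative in every alternative. The lists here are shorter than the KEGG categories.

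The paper states that viaf was co-regulated with TRiC/CCT. Here its transcript changed by 0.4763 on the log2 scale (adjusted p = 0.1008), and 36.49% of expressed genes were at least as close to the core members. It passed the threshold as upregulated in 1 of the 6 fits that left out a sample (limma, adjusted p = 0.035). The paper states that Spt6 was co-regulated with the exosome, and here 32.6% of expressed genes were at least as close as its transcript. The paper does not name the level for viaf or Spt6, and their proteins were not analysed here. These transcript values therefore do not contradict co-regulation at the protein level. The paper describes ImpL3 as upregulated without naming the level. Its transcript changed by 0.09123 (adjusted p = 0.9073), while the paper's own protein value is 0.9648. Among the alternatives set before the files arrived, the transcript was upregulated past the threshold only without brat 1 (0.7644, adjusted p = 0.03522). The paper describes ATP synthase as downregulated at both levels. For its subunit Oscp the transcript changed by -0.8799, while the paper's own protein value is 0.3092. The other protein values available here are negative (-0.2864 for FBgn0010612, -0.2563 for blw and -0.4351 for ATPsyn-b).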

Other observations

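Only 1 of the 10 splits of the 6 samples into 3 and 3, control against brat, gave as many as 3253 changed transcripts. The other splits gave at most 0. Each of them mixed the genotypes, so the genotype difference entered the spread within the groups and few calls could arise. Their counts therefore do not show what unchanged samples would give. With 10 splits, the share cannot go under 0.1, so this count alone cannot rule out chance.

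Some germline and replication genes varied between control samples, and ovary tissue in a control sample is a candidate explanation, predicted before the values were seen. Of 13 ovary markers with at least 1 FPKM in a control sample, 11 were highest in control 1, with a median ratio to the higher of the other controls of 3.388, against 1.012 for genes of like level. The test was run in 3 versions, each later one written after the result of the one before had been seen, and each p is multiplied by the 3 samples to choose from. A binomial test against equal shares gave p = 0.0006379. It was replaced because 56.5% of all other genes were also highest in control 1, and Fisher's exact test against those genes gave p = 0.1031. A permutation test of the median ratio against genes of like level then gave p = 3e-05, the smallest it can give. The weighing here rests on Fisher's test, so ovary tissue is neither shown nor excluded. For 9 thorax muscle markers, 5 of them highest in control 3, the same versions gave 0.4345, 0.09363 and 0.07509, and thorax muscle in a control sample is not shown either.

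Of 31 replication genes, 25 were highest in control 1, the sample with the highest ovary markers. A shift of all genes in control 1 would give the same share among other genes, which was 56.46% (Fisher's exact test, p = 0.004383; the binomial and ratio versions gave 8.597e-08 and 4e-05). Both predictions were written after the pattern was seen. This is consistent with ovary or other dividing tissue in control 1, and no test here separates those.

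Another 363 genes reached 1 FPKM in control only, with a median control mean of 1.66 FPKM, and 233 had every control sample above every brat sample. Gut tissue in the control samples may contribute. Of 10 detected genes of a gut list written before the test, 6 had every control sample above every brat sample, against 22.51% of 9155 other detected genes (Fisher's exact test, p = 0.01175). The control samples were not alike in this. Of 20 genes of the list with at least 1 FPKM in a control sample, 13 were highest in control 3 (65%, against 22.29% of other genes). The same versions of the test as for the ovary markers gave p = 0.01117 (binomial), 0.0001589 (Fisher's exact test) and 3e-05 (permutation, the smallest it can give). No prediction had been written for control 3. Lower gut expression in brat heads was not separated from a difference in dissection.

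Control 3 and brat 1, from the same flow cell, deviated together from their genotype means (correlation across genes 0.3899). The average over the 3 pairs of a control and a brat sample from the same flow cell was 0.278, against -0.1277 for pairs from different flow cells. Of the 18 ways to place the samples on flow cells in this layout, only 1, the real one, gave an average as large (share 0.05556, the smallest that 18 can give). The pattern was noticed in the same correlations, so a shared flow cell is neither shown nor excluded. Of the 6 pairs from different flow cells, 2 also correlated positively (0.1974 and 0.1695), both with control 2. Deviations within a genotype cancel out, so the negative correlation of control 2 with brat 1 (-0.2198) forces a positive one elsewhere. These 2 pairs therefore do not count against a shared flow cell. The shared deviation was unrelated to transcript length (Spearman correlation 0.01454 over 7661 genes), as predicted for no length bias. Of 110 genes of chromosome 4 and heterochromatin, 71.82% deviated upwards, against 39.01% of all genes. Base composition may contribute, but without a genome sequence it could not be computed. Except for length, these predictions were written after the pattern was seen.

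In Additional file 6, 1875 control means above 0 could be compared. An average of control 1 with the mean of controls 2 and 3 gave 100% of them, whereas the mean of 3 samples gave 38. The brat means were the means of 3 samples in 1835 of 1835 genes. Controls 2 and 3 differed by an SD of 0.6345 on the log2 scale, more than controls 1 and 2 (0.5172). This gives no sign of a single library. The 3 controls came from different flow cells, so these SDs cannot separate biological from technical spread. Whether controls 2 and 3 are independent samples is therefore not decided here. The tests treat the 3 controls as independent, following the paper's description of biological triplicates. Both predictions were written after the match was seen.

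Control abundance enters the transcript change as its denominator. With the transcript change held constant, the partial Spearman correlation of control FPKM and protein change was -0.08439 (permutation test, p = 0.00373, 1173 genes), 25.74% of the plain value of -0.3279. This was predicted beforehand if the relation ran mostly through the transcript change, and it suggests that it does.

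Length of the 3' UTR correlated with the transcript change at -0.1001 (permutation test, p = 0.00126, adjusted p = 0.00126 over 4 tests, 1041 genes) and with the paper's protein change at -0.1293. For the 5' UTR the values were -0.1632 and -0.1809. As predicted beforehand, this is consistent with part of the relation being present at the transcript level.

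The brat transcript itself (FBgn0010300) rose from 4.497 ± 0.6403 FPKM (SD, n = 3) in control to 46.16 ± 2.565 FPKM (SD, n = 3) in brat mutants, a log2-fold change of 3.339 (standard error 0.1824, adjusted p = 0.0001775 from limma). The text of the paper does not discuss it, and Additional file 6 lists the paper's value of 3.33.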
